# Age-Related Modulation of the Effects of Obesity on Gene Expression Profiles of Mouse Bone Marrow and Epididymal Adipocytes

**DOI:** 10.1371/journal.pone.0072367

**Published:** 2013-08-14

**Authors:** Li-Fen Liu, Wen-Jun Shen, Masami Ueno, Shailja Patel, Salman Azhar, Fredric B. Kraemer

## Abstract

This study aimed to characterize and compare the effects of obesity on gene expression profiles in two distinct adipose depots, epididymal and bone marrow, at two different ages in mice. Alterations in gene expression were analyzed in adipocytes isolated from diet-induced obese (DIO) C57BL/6J male mice at 6 and 14 months of age and from leptin deficient mice (*ob/ob*) at 6 months of age using microarrays. DIO affected gene expression in both depots at 6 and 14 months, but more genes were altered in epididymal than bone marrow adipocytes at each age and younger mice displayed more changes than older animals. In epididymal adipocytes a total of 2789 (9.6%) genes were differentially expressed at 6-months with DIO, whereas 952 (3.3%) were affected at 14-months. In bone marrow adipocytes, 347 (1.2%) genes were differentially expressed at 6-months with DIO, whereas only 189 (0.66%) were changed at 14-months. 133 genes were altered by DIO in both fat depots at 6-months, and 37 genes at 14-months. Only four genes were altered in both depots at both ages with DIO. Bone marrow adipocytes are less responsive to DIO than epididymal adipocytes and the response of both depots to DIO declines with age. This loss of responsiveness with age is likely due to age-associated changes in expression of genes related to adipogenesis, inflammation and mitochondrial function that are similar to and obscure the changes commonly associated with DIO. Patterns of gene expression were generally similar in epididymal adipocytes from *ob/ob* and DIO mice; however, several genes were differentially expressed in bone marrow adipocytes from *ob/ob* and DIO mice, perhaps reflecting the importance of leptin signaling for bone metabolism. In conclusion, obesity affects age-associated alterations in gene expression in both epididymal and bone marrow adipocytes regardless of diet or genetic background.

## Introduction

Obesity increases the risk and prognosis of many diseases, including type 2 diabetes and cardiovascular disease [1]. The type and distribution of fat contribute to increased risk for insulin resistance. Intra-abdominal fat, referred to as “visceral” fat, accounts for a relatively small proportion (15%) of total body fat mass; yet, it appears to correlate more highly with insulin resistance than does subcutaneous fat mass [2,3].

Several studies have reported the gene expression differences between adipose tissue obtained from different depots in rodents and humans [4,5]. The capacity of preadipocytes obtained from visceral depots to undergo adipogenesis is less than that taken from subcutaneous adipose tissue in obese subjects [6,7]. A reduced adipogenic/lipogenic expression is correlated with hepatic steatosis and insulin resistance in obesity [8]. It has been reported that there are differences in the responses of adipose depots to overfeeding in humans, suggesting that inherent differences in preadipocytes might contribute to the different responses of fat depots to overfeeding and obesity [9].

Microarray analysis of epididymal adipose tissues taken from lean, obese and obese-diabetic mice demonstrated differential adipocyte-specific gene expression [10]. While a number of studies have examined potential metabolic differences between adipose depots, i.e., visceral versus subcutaneous, few studies have examined bone marrow adipose cells and how they respond to obesity. Moreover, no studies have examined the impact of age on the response of adipose cells to obesity. We have reported that bone marrow adipocytes represent a unique adipose depot with low expression of adipose-specific genes and high expression of genes associated with adipose differentiation, as well as with inflammation, compared with epididymal adipose cells [11]. A similar gene expression profile was also reported in bone marrow progenitor derived adipocytes in mice [9,12]. Interestingly, the impact of age on gene expression of bone marrow and epididymal adipose cells differs. For example, genes associated with adipose differentiation are increased with age in bone marrow adipose cells, but decrease with age in epididymal adipose cells [11]. Bone marrow adipose cells are metabolically active, but, while their functional significance is not fully established [13], there is a close link between bone remodeling and metabolic homeostasis through a novel endocrine loop consisting of leptin, osteocalcin and insulin [14,15]. Thus, understanding the differences between bone marrow and epididymal adipocytes in response to obesity could provide important information towards understanding the role of bone marrow adipocytes.

The aim of present study was to characterize and compare the effects of diet-induced obesity (DIO) on gene expression profiles in two distinct adipose depots, epididymal and bone marrow adipocytes, at two different ages, as well as compare these depots in *ob/ob* mice, a genetic model of obesity due to leptin deficiency. Microarray analysis was conducted to examine the effect of obesity on gene expression of epididymal and bone marrow adipocytes within the same animal and to characterize the differences in gene expression between DIO mice and *ob/ob* mice. Our results demonstrate that bone marrow adipocytes, although responsive, are less responsive to a high fat diet than epididymal adipocytes and the response of both adipocyte depots to a high fat diet declines with age.

## Methods and Procedures

### Ethics Statement

All procedures involving animals were in accordance with institutional and national guidelines and approved by the Institutional Animal Care and Use Committee of the VA Palo Alto Health Care System.

### Experimental animals and diets

Male C57BL/6J mice aged 3-months and 11-months and leptin deficient (*ob/ob*, 6-months) male mice were purchased from Jackson Laboratory (Bar Harbor, ME, USA). After 1 week of acclimation, lean mice were fed either with a standard chow (10% of total calories from fat) or a high-fat diet (HFD, 60% of total calories from fat, D12492 Research Diets, Inc, NJ, USA) for 12 wks prior to sacrifice at 6 and 14 months. Detailed diet composition can be found at the manufacturer’s website researchdiets.com. All mice were housed in temperature-controlled conditions on a 12-h light, 12-h dark cycle.

### Histology

Distal femurs isolated from 6-month-old and 14-month-old mice were decalcified in 4% EDTA and paraffin embedded following the manufacturer’s standard procedures (Histion, Everett, WA, USA). Bones were sectioned in the sagittal plane to obtain cross sections of the distal femur and stained with hematoxylin and eosin (H&E). Fields were taken from distal femur sections of 6-month-old and 14-month-old mice and calculated using ImagePro software.

### Isolation of primary adipocytes

Bone marrow adipocytes and epididymal adipocytes (n=6-10 animals per group) were isolated from mice. Briefly, both femurs and tibias were collected after the mice were sacrificed. Bones were cleaned and rinsed with 75% ethanol and DEPC water to eliminate surrounding fat and muscle cells. Fresh bone marrows from femurs and tibias were flushed out with PBS containing 1% fatty acid-free BSA and 1% RNAase and DNase-free water using a 25-gauge needle. Red blood cells were lysed using red cell lysis buffer. After centrifugation at 3000 RPM for 5 min, floating adipocytes were separated from bone marrow stromal cells and then were washed with PBS buffer three times. Epididymal adipocytes were isolated as described previously [16]. Briefly, epididymal white adipose tissue (WAT) was removed from mice and minced with scissors into 2 ml Kreb-Ringer HEPES buffer supplemented with 3% BSA. Tissues were digested with collagenase type I (1mg/ml) for 40 min at 37^°^ C in a 150 rpm shaker and adipocytes then isolated by flotation.

### Determination of insulin and adipokine concentrations by Luminex ELISA

Serum obtained from mice was analyzed for adipokines and bone panel measurements using a multiplex mouse adipokines assay (Mouse Adipocyte Panel, Millipore, Bedford, MA, USA), and detected by Luminex xMAP (Luminex 200, Millipore, Bedford, MA, USA). Insulin and adipokines including adiponectin, leptin, resistin, and bone markers osteocalcin, RANKL and osteoprotegerin were measured in 6-month, 14-month-old lean, HFD, and *ob/ob* mice in the fed state.

### Microarray analysis

#### RNA isolation, purification and array procedures

Total RNA was extracted using Trizol (Life Technologies, Grand Island, NY, USA) and chloroform followed by purification on an RNeasy MiniElute column (QIAGEN, Valencia, CA, USA). Three pooled RNA preparations were generated from 6–10 animals due to the low yield of bone marrow adipocytes during isolation. RNA quality was verified using an Agilent Bioanalyzer (Agilent technologies, Palo Alto, CA, USA). Total RNA was biotin-labeled and hybridized to the GeneChip Mouse Gene 1.0 ST Array platform (Affymetrix, Santa Clara, CA, USA) with three RNA preparations per age group. The Protein and Nucleic Acid Microarray Facility at Stanford University carried out processing of DNA arrays according to standard protocols from the Affymetrix GeneChip® Whole Transcript Sense Target Labeling Assay. This assay is designed to generate amplified and biotinylated sense-strand DNA targets from the entire expressed genome without bias. This assay and associated reagents have been optimized specifically for use with the GeneChip® ST Arrays where “ST” stands for “Sense Target” and the probes on the arrays have been selected to be distributed throughout the entire length of each transcript. The microarray data files have been submitted to the Gene Expression Omnibus (GEO); the accession number is GSE27017.

#### Statistical analysis

The raw data from microarrays were analyzed using Partek^®^ Genome Suite software, version 6.3 Copyright © 2008 (Partek Inc., St. Louis, MO, USA). Briefly, Affymetrix. CEL files were processed to generate gcRMA (robust multi-array average) values. This step was followed by quantile normalization and log_2_ transformation to represent gene expression levels. Samples were grouped into cell types (bone marrow adipocytes vs. epididymal adipocytes), diet (standard chow vs. HFD) and age (6-month (6M), 14-month (14M)). Three-way ANOVA was performed including, diet, age and cell type interaction to generate the lists of differentially expressed genes comparing bone marrow adipocytes with epididymal adipocytes in response to HFD and age. There were three gene chips for each group. A total of 30 individual arrays contributed to the analyses including DIO C57BL/6J male mice and leptin-deficient *ob/ob* mice. For the comparison between bone marrow and epididymal adipocytes, probe sets with a fold-change 2.0 and adjusted *p*-value <0.05 were considered differentially expressed between two cell types in *ob/ob* mice. For the comparison between standard chow and HFD at each age group, the analyses were set with a fold change 2.0 and adjusted *p*-value <0.05. The Benjamini-Hochberg false discovery rate (FDR) method was used for false positives. A corrected p-value cutoff of 0.05 was used to select the regulated genes with the lowest FDR. Partek^®^ Genome Suite was used as the first step for quality control (QC) of the data on all the samples with two methods, Pearson correlation and Principal Component Analysis (PCA). PCA was performed as a global view of sample clustering, which is related to the total variance in gene expression for all genes. Normalized expression values for all genes were analyzed.

Statistical analysis of metabolic parameters was performed using Graphpad Prism 4.0. Diet-dependent changes were statistically analyzed by two-way ANOVA (repeated measures for within subject samples, Tukeys test for post-hoc analysis).

#### Pathway Analysis

For each comparison a list of differentially expressed genes was generated. The gene lists, along with associated expression or fold-change values, were further analyzed using Ingenuity Pathway Analysis (Ingenuity system, Inc, Redwood City, CA, USA) to identify differentially expressed pathways that are affected by HFD in both bone marrow and epididymal adipocytes at each age. The list of significantly regulated genes selected by the microarray analysis described above was loaded in IPA with the following criteria: reference set: Mouse 1.0 ST Gene assay; direct and indirect relationships included filtered by species (mouse) and by tissue (adipose). Then IPA computed the data to generate significant networks of genes that are associated with particular biological functions, diseases and signaling pathways.

## Results

### Metabolic characteristics

To compare the responsiveness of bone marrow adipocytes to a HFD and to explore whether age impacts the response of bone marrow and epididymal adipocytes to a HFD, 3- month-old and 11 month-old C57BL6/J mice were fed a HFD containing 60% calories from fat for 12 weeks prior to sacrifice at 6 and 14 months. For comparison, bone marrow and epididymal adipocytes from 6-month-old *ob/ob* mice maintained on standard chow diet were also studied. Table **1** depicts several metabolic parameters and circulating adipocytokines of the animals. The metabolic parameters show the expected negative effects of a HFD in mice. The HFD results in a similar degree of weight gain, hyperinsulinemia, and hyperglycemia at 6 and 14 months; however, there are differential effects on several parameters. For instance, leptin tends to increase with the HFD in 6, but not 14, month-old, whereas adiponectin decreases with the HFD in 14, but not 6, month-old mice (Table **1**). Circulating osteocalcin concentrations are unaffected by diet (though diminished with age); however, RANKL is decreased and osteoprotegerin is increased by the HFD at both 6- and 14-month-old (Table **1**). The HFD is accompanied by a significant increase in fat infiltration into the bone marrow in 6-month-old mice (Figure **1**); however, we were surprised to find that there was no further increase in bone marrow fat infiltration in 14-month old mice with HFD beyond that observed with age alone, which was 2-fold higher than that observed with HFD in 6 month-old mice. *Ob/ob* mice exhibit severe obesity, hyperinsulinemia, hyperglycemia, elevated resistin and adiponectin concentrations compared with 6-month old C57BL/6J standard chow fed mice. Circulating osteocalcin is significantly reduced in *ob/ob* compared to lean mice. RANKL and osteoprotegerin are altered in a similar manner in both DIO and *ob/ob* mice compared to lean mice. Interestingly, fat infiltration into the bone marrow of 6-month *ob/ob* mice was similar to that observed in 14-month old wild-type mice.

**Table 1:** Metabolic parameters in obese mice.

		**6-month**		**14-month**		**6-month**
**Parameter**	**Diet**	**LF**	**HF**	**LF**	**HF**	***Ob/ob***
	Weight (g)	35.0 ± 1.2	49.8 ± 3.3#	41.8 ± 4.0	67.1 ± 2.5*	76.8 ± 1.5#
	Insulin (ng/mL)	0.57 ± 0.16	2.98 ± 0.6#	2.09 ± 0.44	5.15 ± 0.84*	6.46 ± 1.0#
	Glucose (mg/dL)	118.7 ± 12	302 ± 91#	192.7 ± 17	255 ± 63*	317 ± 41#
	Triglyceride (mg/dL)	80.3 ± 2.13	93.3 ± 7.3#	83.6 ± 3.8	89.3 ± 5.2	93.3 ± 4.9#
**Adipokines**						
	Leptin (ng/mL)	3.52 ± 0.77	11.6 ± 3.3#	20.7 ± 2.38	18.6 ± 2.38	0.07 ± 0.01#
	Resistin (ng/mL)	1.35 ± 0.17	2.32 ± 0.36#	1.85 ± 0.20	2.64 ± 0.30*	1.75 ± 0.19#
	Adiponectin (µg/mL)	2.90 ± 0.20	3.10 ± 0.18	5.66 ± 0.74	3.00 ± 0.29*	3.8 ± 0.94#
**Bone panel**						
	Osteocalcin (ng/mL)	54.4 ± 4.8	46.4 ± 8.8	31.8 ± 6.8	30.8 ± 7.0	42.0 ± 4.3#
	RANKL (ng/mL)	0.21 ± 0.03	0.08 ± 0.03#	0.17 ± 0.02	0.05 ± 0.01*	0.01 ± 0.00#
	Osteoprotegerin(ng/mL)	2.28 ± 0.40	3.9 ± 0.03#	1.92 ± 0.17	4.92 ± 0.05*	5.82 ± 0.08#

Data are mean ± SE of 6 to 10 mice per age group. Body weights were determined at time of necropsy. Serum metabolites were measured by Luminex and determined in the fed state. LF, low fat diet; HF, high fat diet. *P< 0.05 vs. low fat diet 14-month old; #*P*< 0.05 vs. low fat diet 6-month old.

**Figure 1:**
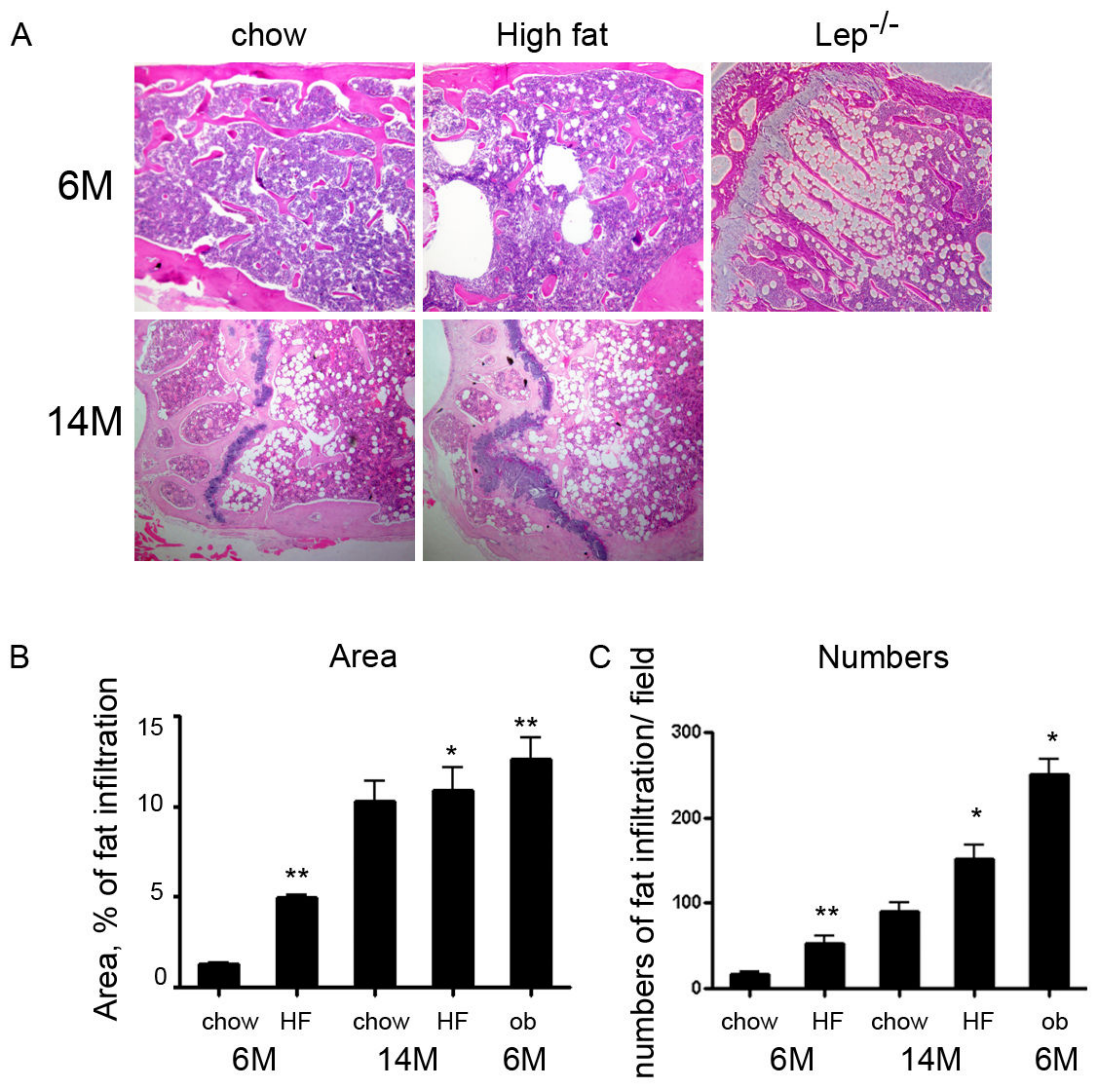
Quantitative analysis of bone marrow adipocytes. (a) Histology of the distal femurs of mice stained with hematoxylin and eosin. The top panels are from 6-month-old C57BL/6J male mice fed standard chow or high fat diet, and from 6-month-old *ob/ob* mice. The bottom panels are sections of distal femurs stained with hematoxylin and eosin from 14-month-old mice fed either standard chow or high fat diet. (b) Area of bone marrow fat infiltration as a % of total area. (c) Numbers of bone marrow fat cells (numbers/mm^2^ bone marrow). Fields were taken from distal femur sections of 6-month-old (C57BL/6J and *ob/ob*) and 14-month-old mice and calculated using ImagePro software. Data are mean ± SE of 6 to 10 mice per age group. * *P*< 0.05, ** P< 0.001 HFD vs. chow diet and *ob/ob* vs chow-fed 6-month old. P value was calculated by two tailed T-test.

### Global characteristics of gene expression in bone marrow and epididymal adipocytes

We analyzed the differential expression of adipocyte genes in epididymal and bone marrow adipocytes from mice fed either standard chow or a HFD. 

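The values behind these comparisons come from Affymetrix Mouse Gene 1.0 ST arrays, 3 to a group, each hybridized with RNA of adipocytes pooled from several of the 6 to 10 mice of its group. The table holds 36 arrays of 12 groups, and the paper reports on 30 of them, in 10 groups: chow and HFD at 6 and 14 months and ob/ob at 6 months, in both depots. The other 6, of chow mice at 18 months, were compared in a fit of all 36 arrays. The HFD supplied 60% of calories as fat, against 10% in chow, for 12 weeks. The deposited values, which the paper describes as gcRMA and whose labels name both RMA and GCRMA, are on a log2 scale with a lowest value of 1.93, and were used with no further scaling. Adipocyte transcripts are near the top of that range in epididymal cells of 6-month chow mice, with Fabp4, a carrier of fatty acids, at 13.10 ± 0.091 and Fasn, fatty acid synthase, at 12.95 ± 0.12 (mean ± SD, n = 3 arrays). In bone marrow preparations of the same mice Fabp4 lies at 8.59 ± 0.53 and Fasn at 7.96 ± 0.04, while Ngp, a granule protein of maturing neutrophils, lies at 13.21 ± 0.066. Each of the 23410 probe sets with a gene symbol was tested with moderated contrasts of group means (limma) fitted to the 30 arrays together, and was called at an adjusted p below 0.05 (Benjamini-Hochberg) with a change of at least 2-fold. Values written as log2 with ± are that contrast and its standard error, each group having 3 arrays. Gene lists written from textbook knowledge before the values were seen were tested with camera at a preset correlation of 0.01 between genes, and their members counted as higher or lower at an adjusted p below 0.05 with no minimum fold. A set of 8 arrays stands apart from the other 28: bone marrow 6-month chow array 01, the 3 bone marrow and the 3 epididymal 6-month HFD arrays, and bone marrow ob/ob array 03. Small nucleolar RNAs, which guide the modification of ribosomal RNA, average 7.85 ± 0.53 in this set and 6.34 ± 0.56 in the others (SD, n = 8 and 28 arrays). The set was found by searching unnamed probe sets for gaps of at least 1 log2 with at least 3 arrays on each side, a rule and a minimum chosen after the values were seen, and 16 probe sets split the arrays in this way. With at least 2 arrays on each side, 23 probe sets part the bone marrow 6-month HFD arrays 01 and 02 from the others. A further 5 probe sets part the 6 arrays of 18-month mice, of both depots, from the others. In comparisons with 18 months, age and this grouping of arrays cannot be told apart. A term for the set, added after the values were seen, gives the values written "with the set term". It is estimated from the bone marrow chow and ob/ob groups, the only ones that hold arrays of both kinds. In epididymal cells all 3 of the 6-month HFD arrays belong to the set, so there the diet and the set cannot be separated without carrying that estimate over from bone marrow.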

Principal component analysis reveals a visible separation between bone marrow and epididymal adipocytes (Figure **2A**). 

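Epididymal and bone marrow preparations differ most in genes of fat storage and of blood cell formation. On chow at 6 months, Lep, the satiety hormone of adipocytes (log2 7.64 ± 0.39, adjusted p = 2.89e-15), Cidec, a lipid droplet protein (log2 7.18 ± 0.30, adjusted p = 4.41e-17), and Plin1, the coat protein of lipid droplets (log2 6.42 ± 0.27, adjusted p = 4.45e-17), were higher in epididymal cells, with n = 3 arrays a group. All of the mature adipocyte markers point that way (24 of 24 higher and 0 lower, 24 and 0 adjusted over the list alone, median log2 5.32, adjusted p = 1.18e-22). Bone marrow preparations held more transcript of neutrophil granule genes (0 of 18 higher and 18 lower, 0 and 18 adjusted over the list alone, median log2 -5.53, adjusted p = 8.67e-13, adjusted p = 0.0818 with an estimated correlation), such as Camp, an antimicrobial peptide (log2 -5.71 ± 0.48, adjusted p = 6.46e-11), and Mpo, myeloperoxidase (log2 -5.75 ± 0.53, adjusted p = 4.3e-10). They were also higher in proliferation genes (0 of 27 higher and 27 lower, 0 and 27 adjusted over the list alone, median log2 -3.39, adjusted p = 1.18e-22) and in megakaryocyte and platelet genes (0 of 17 higher and 17 lower, 0 and 17 adjusted over the list alone, median log2 -3.20, adjusted p = 6.74e-12, adjusted p = 0.0523 with an estimated correlation). Of 23410 probe sets, 5386 were called between the depots on chow and 4288 in ob/ob mice. In a principal component analysis of the 24 chow and HFD arrays at 6 and 14 months on all named probe sets, the first component holds 71.1% of the variance and separates the depots, and the second holds 12.1%. That first share is 84.8% on the 2000 most variable probe sets and 34.9% with every probe set scaled to the same variance. On the second component all arrays of the set of 8 that enter are positive, from 25.66 to 77.54. Bone marrow 6-month chow array 01 is among them, at 28.23. All other arrays are negative, from -31.59 to -7.05, the 14-month HFD arrays included. By sign the second component therefore parts the set from the other arrays, not HFD from chow at both ages. Among 14-month epididymal arrays, all outside the set, those of the HFD (-10.29 to -7.05) still lie above those of chow (-26.55 to -17.19). In bone marrow at 14 months the HFD arrays (-24.44 to -23.75) lie below the chow arrays (-18.48 to -17.19). In 6-month epididymal cells the set and the diet part the arrays in the same way.

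**Figure D1:**
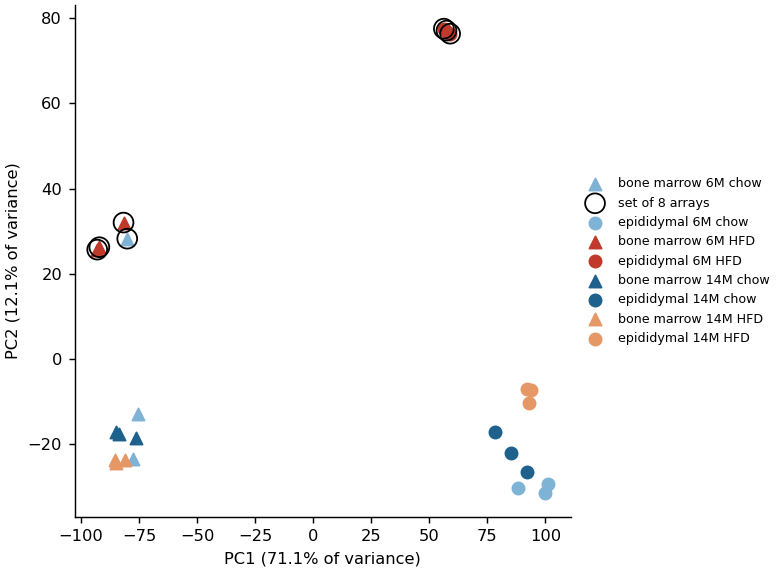
Principal components 1 and 2 of 24 arrays on all named probe sets, log2 values centred by probe set. Each point is an array; color gives the diet and age, shape the depot, and a ring marks the arrays of the set of 8. Axis labels give each component's share of the variance.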

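Genes of myeloid cells are among those that set the 6-month HFD arrays of epididymal cells apart from their chow controls. Atp6v0d2, a proton pump subunit of osteoclasts and macrophages, lies at 12.39 ± 0.046 against 6.03 ± 0.32, Tlr13, a receptor for bacterial ribosomal RNA, at 11.01 ± 0.038 against 5.25 ± 0.24, and Spi1, the transcription factor PU.1 that directs myeloid development, at 11.50 ± 0.084 against 6.27 ± 0.51 (HFD against chow, log2 mean ± SD, n = 3 arrays each). On the other side are Agt, the precursor of angiotensin, at 8.04 ± 0.092 against 11.70 ± 0.19, and Amy1, an amylase, at 7.69 ± 0.11 against 11.60 ± 0.039. In the space of all principal components the HFD and chow centroids of 6-month epididymal cells are 123 apart, against 65.7 at 14 months, 52.5 in bone marrow at 6 months and 43.3 in bone marrow at 14 months. The spread of replicates about their centroid runs from 15.4 in epididymal 6-month HFD cells to 41.2 in bone marrow 6-month chow cells. All 3 of these HFD arrays and none of their 3 chow controls belong to the set of 8 arrays, so the distance contains that difference too.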

In epididymal adipocytes, there is a clear separation between standard chow and HFD in 6-month-old mice. This clustering represents the overall expression patterns, but does not provide the interpretation of expression of individual genes. Figure **2B** shows the clustering of gene expression that is altered with the HFD. The HFD causes alterations in gene expression in both adipocyte depots at 6 and 14 months, but more genes are altered in epididymal than bone marrow adipocytes at each age and younger mice display more gene changes than older animals. 

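Epididymal cells of 6-month mice gave the largest response to the HFD, led by macrophage genes such as Rnf128, a ubiquitin ligase (log2 6.19 ± 0.33, adjusted p = 8.8e-14), and Nceh1, a cholesterol ester hydrolase (log2 5.61 ± 0.34, adjusted p = 5.87e-13). Of 23410 probe sets, 2202 rose and 1219 fell there, 3421 in all (n = 3 arrays a group). At 14 months 264 rose and 571 fell, 835 in all, with Ucp1, the uncoupling protein of brown fat, among those that rose (log2 2.80 ± 0.17, adjusted p = 8.1e-12) and Lyve1, a hyaluronan receptor of resident macrophages and lymphatic vessels, among those that fell (log2 -4.06 ± 0.19, adjusted p = 4.89e-14). Among bone marrow probe sets 163 rose and 150 fell at 6 months, 313 in all, where small nucleolar RNAs such as Snora69 lead (log2 2.81 ± 0.49, adjusted p = 0.0021, with the set term 1.18) and platelet genes such as Gp5, a subunit of the von Willebrand factor receptor, fell (log2 -2.21 ± 0.30, adjusted p = 0.000429). At 14 months bone marrow cells had 38 higher and 136 lower, 174 in all, with Atf3, a stress-induced transcription factor, among the largest falls (log2 -2.36 ± 0.25, adjusted p = 1.79e-06). The difference between the depots was tested by itself: 2502 probe sets have a diet by depot interaction at 6 months and 941 at 14 months. With 3 arrays a group there are 10 ways to divide the 6 arrays of a comparison, and the highest count of any other division was 0 and 1 in epididymal cells at 6 and 14 months, and 268 and 0 in bone marrow cells. With the set term the counts are 2435 and 856 in epididymal cells, of which 1840 and 835 are called in both fits, and 200 (41 higher, 159 lower, 90 called in both fits) and 196 in bone marrow cells. Among bone marrow arrays of the set alone, where chow is 1 array and the spread comes from the other groups, 191 are called at 6 months, and 904 are called when the 2 arrays of the set in the chow and ob/ob groups are left out. The bone marrow 6-month count is 0 when only its 6 arrays are fitted, 205 without moderation, and between 57 (without chow 03) and 877 (without chow 01) when an array is left out. Snora69 and Gp5 do not pass in that fit of 6 arrays either.

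**Figure D2:**
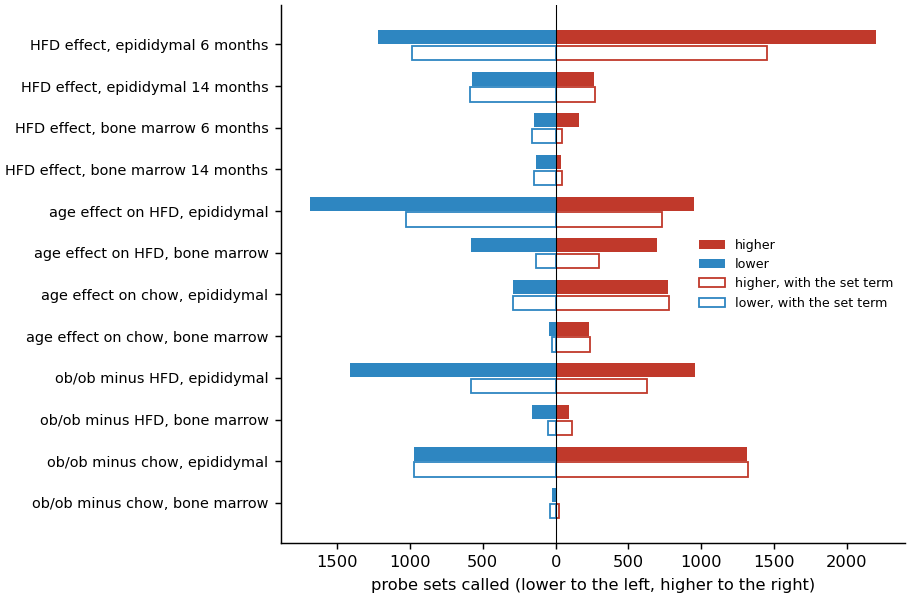
Probe sets called in each two-group comparison (adjusted p below 0.05 and at least 2-fold), higher to the right and lower to the left. Filled bars are the fit to 30 arrays and outlined bars the fit with a term for the set of 8 arrays.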

Analysis of genes based on functional category was performed to assess the gene expression differences with the HFD. 

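In epididymal cells at 6 months, genes of immune cells and of cell division were higher on the HFD, and genes of lipid synthesis and mitochondrial carbon metabolism were lower. General macrophage markers lead (19 of 20 higher and 0 lower, 19 and 0 adjusted over the list alone, median log2 3.08, adjusted p = 7.72e-21, adjusted p = 0.0527 with an estimated correlation), with Tyrobp, an adaptor of activating receptors (log2 4.62 ± 0.25, adjusted p = 8.8e-14), C1qb, a subunit of complement C1q (log2 4.58 ± 0.34, adjusted p = 3.31e-11), and Adgre1, the antigen F4/80 (log2 4.34 ± 0.28, adjusted p = 1.82e-12). Inflammatory genes follow (30 of 45 higher and 3 lower, 31 and 4 adjusted over the list alone, median log2 1.20, adjusted p = 3.94e-13, adjusted p = 0.103 with an estimated correlation), including C3ar1, the receptor of complement fragment C3a (log2 4.35 ± 0.31, adjusted p = 1.65e-11), as do MHC class II genes (6 of 6 higher and 0 lower, 6 and 0 adjusted over the list alone, median log2 1.78, adjusted p = 3.03e-06, adjusted p = 0.185 with an estimated correlation) such as Cd74, the invariant chain (log2 2.50 ± 0.18, adjusted p = 1.03e-11). Proliferation genes were higher as well (21 of 27 higher and 0 lower, 22 and 0 adjusted over the list alone, median log2 1.30, adjusted p = 1.07e-10, adjusted p = 0.25 with an estimated correlation), for instance Cdk1, the kinase of mitotic entry (log2 2.81 ± 0.30, adjusted p = 2.21e-08, with the set term 1.76), and Mki67 (log2 2.66 ± 0.34, adjusted p = 4.47e-07). Fatty acid and triglyceride synthesis was lower (2 of 25 higher and 17 lower, 2 and 17 adjusted over the list alone, median log2 -0.85, adjusted p = 2.28e-05, adjusted p = 0.25 with an estimated correlation), with Mogat1, a monoacylglycerol acyltransferase (log2 -2.62 ± 0.23, adjusted p = 7.07e-10), and Acacb, an acetyl-CoA carboxylase (log2 -2.20 ± 0.20, adjusted p = 1.49e-09). Tricarboxylic acid cycle genes were lower too (0 of 22 higher and 14 lower, 0 and 14 adjusted over the list alone, median log2 -0.71, adjusted p = 3.47e-05, adjusted p = 0.25 with an estimated correlation), with Pdha1, a pyruvate dehydrogenase subunit (log2 -2.09 ± 0.29, adjusted p = 1.43e-06, with the set term -0.82, adjusted p = 0.0181). Among the largest single falls are Usp17ld, a deubiquitinase (log2 -6.12 ± 0.87, adjusted p = 2.19e-06, with the set term -1.97), Micos10, a subunit of the mitochondrial cristae junction (log2 -3.98 ± 0.65, adjusted p = 1.58e-05, with the set term -0.56, adjusted p = 0.119), Gsta4, which detoxifies lipid aldehydes (log2 -3.50 ± 0.19, adjusted p = 1.6e-13), Inmt, an amine methyltransferase (log2 -3.19 ± 0.55, adjusted p = 3.16e-05), and Sucnr1, the receptor for succinate (log2 -3.01 ± 0.25, adjusted p = 2.64e-10). At 14 months another pattern is seen, in which genes of cells other than adipocytes fell. Tissue-resident macrophage genes fell (0 of 18 higher and 15 lower, 0 and 17 adjusted over the list alone, median log2 -1.90, adjusted p = 1.43e-28), with Cd209f, a C-type lectin (log2 -5.60 ± 0.39, adjusted p = 8.9e-11), and F13a1, the A subunit of clotting factor XIII (log2 -3.95 ± 0.26, adjusted p = 4e-11). So did mesothelial genes (0 of 13 higher and 13 lower, 0 and 13 adjusted over the list alone, median log2 -1.80, adjusted p = 4.11e-28), such as Krt19 (log2 -2.84 ± 0.19, adjusted p = 6.84e-11) and Upk3b (log2 -2.76 ± 0.20, adjusted p = 9.12e-11), and endothelial genes (0 of 13 higher and 11 lower, 0 and 11 adjusted over the list alone, median log2 -1.11, adjusted p = 1.54e-13), such as Tek, the angiopoietin receptor (log2 -1.68 ± 0.19, adjusted p = 5.05e-07). Collagen and fibroblast genes fell with them (1 of 24 higher and 10 lower, 2 and 14 adjusted over the list alone, median log2 -0.69, adjusted p = 5.3e-09), led by Sfrp2, a modulator of Wnt signaling (log2 -3.72 ± 0.33, adjusted p = 5.45e-09). Brown and beige adipocyte genes rose (9 of 12 higher and 1 lower, 10 and 1 adjusted over the list alone, median log2 0.72, adjusted p = 3.68e-09), with Cidea, a lipid droplet protein (log2 2.05 ± 0.19, adjusted p = 1.69e-08), and Cox8b, a cytochrome oxidase subunit (log2 1.59 ± 0.23, adjusted p = 2.03e-05). Fatty acid oxidation genes rose by less than 2-fold each (11 of 20 higher and 0 lower, 15 and 0 adjusted over the list alone, median log2 0.63, adjusted p = 3.36e-09). Lipid-associated macrophage genes were higher at both ages (12 of 16 higher and 2 lower, 12 and 2 adjusted over the list alone, median log2 2.62, adjusted p = 8.31e-09, adjusted p = 0.185 with an estimated correlation at 6 months, 10 of 16 higher and 0 lower, 11 and 0 adjusted over the list alone, median log2 1.11, adjusted p = 1.11e-09, adjusted p = 0.0662 with an estimated correlation at 14 months), with Gpnmb, a lysosomal glycoprotein (log2 5.12 ± 0.32, adjusted p = 9.66e-13 and log2 2.11 ± 0.32, adjusted p = 2.56e-05). Of the 835 probe sets called at 14 months, 31.6% are higher, and 50.1% after centring each array on its median.

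**Figure D3:**
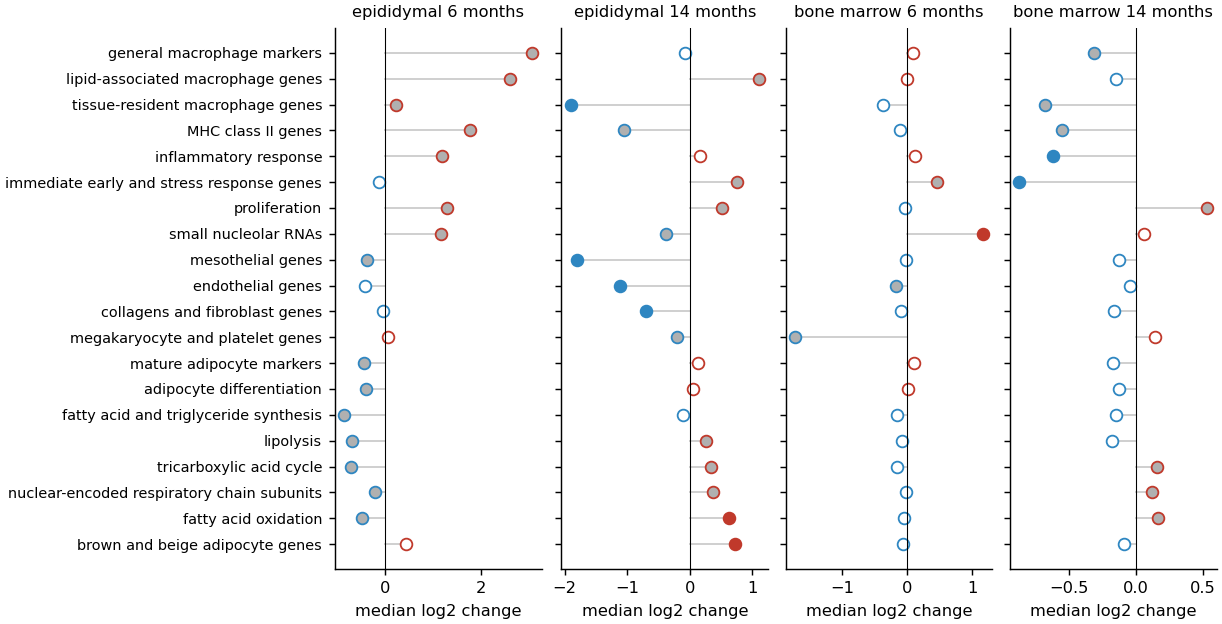
Median log2 change of each gene list on the HFD, by depot and age. Filled symbols are lists called by camera at the preset correlation and still called with an estimated correlation, gray symbols lists called only at the preset correlation, open symbols lists not called.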

In epididymal adipocytes, a total of 2789 (9.6%) of the 28853 well-characterized mouse genes are differentially expressed at 6 months following a HFD, whereas 952 genes are regulated at 14 months with the HFD. 

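Among named genes with non-overlapping arrays, small nucleolar RNAs have the largest rises in bone marrow cells at 6 months, and platelet genes the largest falls. Of the small nucleolar RNAs, 29 of 54 rose and none fell (38 and 0 when adjusted over the list alone, median log2 1.17, adjusted p = 4.17e-26, adjusted p = 0.0124 with an estimated correlation), with Snord73b (log2 2.96 ± 0.60, adjusted p = 0.0058, with the set term 1.12, adjusted p = 0.159) and Snora73b (log2 2.71 ± 0.62, adjusted p = 0.0118, with the set term 0.63, adjusted p = 0.317) among the largest, and 6 of them pass with the set term. Their median difference from the chow arrays 02 and 03 is 1.37, and 0.46 from chow array 01, which belongs to the set of 8 as the HFD arrays do. Rnu3a, the U3 small nucleolar RNA that acts in ribosomal RNA cleavage, rose with them (log2 2.35 ± 0.45, adjusted p = 0.00406, with the set term 1.31, adjusted p = 0.122). Megakaryocyte and platelet genes fell (1 of 17 higher and 11 lower, 1 and 14 adjusted over the list alone, median log2 -1.73, adjusted p = 3.08e-15, adjusted p = 0.114 with an estimated correlation), with Pf4, platelet factor 4 (log2 -2.25 ± 0.32, adjusted p = 0.000429), Treml1, a receptor of platelet granules (log2 -2.13 ± 0.29, adjusted p = 0.000429), Mmrn1, multimerin 1 (log2 -2.17 ± 0.51, adjusted p = 0.0145), and Alox12, the platelet lipoxygenase (log2 -2.12 ± 0.40, adjusted p = 0.00367). Gzmb, a protease of cytotoxic lymphocytes, also fell (log2 -1.96 ± 0.28, adjusted p = 0.000433). Immediate early genes were higher (12 of 34 higher and 2 lower, 17 and 2 adjusted over the list alone, median log2 0.47, adjusted p = 1.62e-07, adjusted p = 0.455 with an estimated correlation), including Rgs1, a regulator of G protein signaling in leukocytes (log2 1.57 ± 0.44, adjusted p = 0.0367, with the set term 0.70, adjusted p = 0.62). At 14 months the direction of that group is opposite: immediate early genes fell (0 of 34 higher and 15 lower, 2 and 25 adjusted over the list alone, median log2 -0.87, adjusted p = 4.59e-23), with Egr2 (log2 -2.10 ± 0.24, adjusted p = 6.09e-06), Ptgs2, the inducible cyclooxygenase (log2 -1.98 ± 0.39, adjusted p = 0.00435), and Plk3, a stress-activated kinase (log2 -2.24 ± 0.17, adjusted p = 5.97e-09). Inflammatory genes fell beside them (1 of 45 higher and 16 lower, 1 and 24 adjusted over the list alone, median log2 -0.62, adjusted p = 2.37e-17), such as Cxcl2, a neutrophil chemokine (log2 -2.46 ± 0.46, adjusted p = 0.00268), Nlrp3, the inflammasome sensor (log2 -1.66 ± 0.31, adjusted p = 0.00284), and Csf1, the macrophage growth factor (log2 -1.87 ± 0.22, adjusted p = 1.11e-05). Among the largest rises at 14 months are Scel, sciellin of the cornified envelope (log2 2.28 ± 0.30, adjusted p = 3.56e-05), Htra4, a serine protease (log2 2.06 ± 0.19, adjusted p = 2.84e-07), Fcrl5, a receptor of B cells (log2 1.86 ± 0.37, adjusted p = 0.00466), and Lipg, endothelial lipase (log2 1.52 ± 0.39, adjusted p = 0.0285). Between the HFD and chow groups of bone marrow at 6 months, 268 probe sets were called in another division of the same 6 arrays, against 313 in the real one. None of the bone marrow genes named at 6 months passes when only the 6 arrays of the comparison are fitted, and without chow array 03 the calls of Snord73b, Snora73b, Rnu3a, Mmrn1, Alox12 and Rgs1 end. At 14 months Lipg loses its call without moderation or without chow 01, 02 or 03 or HFD 02 or 03, and Fcrl5 without HFD 03; fry does not call the immediate early list at 6 months.

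**Figure D4:**
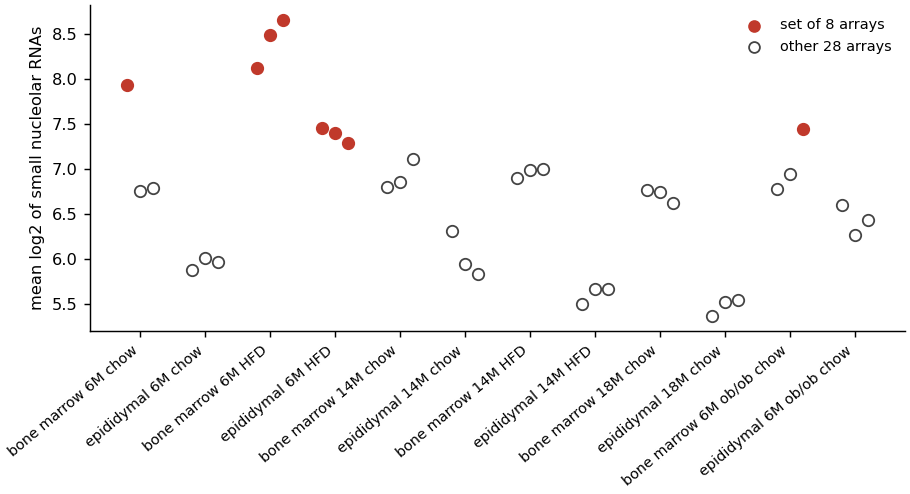
Mean log2 value of small nucleolar RNAs on each of the 36 arrays by group. Filled points are the arrays of the set of 8, open points the other 28.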

In bone marrow adipocytes, there are 347 genes altered by the HFD at 6 months and 189 genes changed at 14 months. This selection was based on fold change ± 2.0 with *p* < 0.05. 

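Most probe sets with an adjusted p below 0.05 on the HFD change by less than 2-fold. At an adjusted p below 0.05 alone, 9188 probe sets pass in epididymal cells at 6 months and 3058 at 14 months, and 1116 and 694 in bone marrow cells. Respiratory chain genes at 14 months in epididymal cells are one group that only the wider rule takes in (17 of 72 higher and 0 lower, 27 and 0 adjusted over the list alone, median log2 0.38, adjusted p = 1.29e-10, adjusted p = 0.0554 with an estimated correlation, with the set term 34 and 0), with Ndufs4 (0.94, adjusted p = 0.034) and Ndufb3 (0.82, adjusted p = 0.00279), both subunits of complex I, among those under 2-fold. Sox6, a transcription factor of cartilage and red cell development, is another such case, with log2 0.98 in bone marrow cells at 14 months (adjusted p = 0.0238). Ndufs4 and Sox6 lose their calls without moderation and without most single arrays.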

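At 6 months small nucleolar RNAs were higher in both depots, and at 14 months immediate early genes rose in epididymal (19 of 34 higher and 1 lower, 19 and 1 adjusted over the list alone, median log2 0.76, adjusted p = 1.88e-11, adjusted p = 0.0554 with an estimated correlation) and fell in bone marrow cells. At 6 months 188 probe sets were called in both depots, where independent lists would share 45.7 (Fisher's exact p = 1.06e-77): 107 higher in both, 72 lower in both and 9 opposite. Fisher's test, here and at 14 months, takes probe sets as independent draws, which they are not, so its p-values do not measure replication over pools. Tlr13 (log2 1.37 ± 0.38, adjusted p = 0.0347, with the set term 0.61, adjusted p = 0.609 in bone marrow), Spi1 (log2 1.15 ± 0.31, adjusted p = 0.0282, with the set term 0.39, adjusted p = 0.675) and Snord104 (log2 2.47 ± 0.54, adjusted p = 0.00934, with the set term 0.69, adjusted p = 0.24) are among those higher in both, and Usp17ld (log2 -3.14 ± 0.87, adjusted p = 0.0351, with the set term -0.37, adjusted p = 0.924) and Micos10 (log2 -2.20 ± 0.65, adjusted p = 0.0486, with the set term 0.08, adjusted p = 0.98) among those lower in both. Mrc1, the mannose receptor of macrophages, was higher in epididymal (log2 2.09 ± 0.28, adjusted p = 7.12e-07) and lower in bone marrow cells (log2 -1.02 ± 0.28, adjusted p = 0.0311). At 14 months 38 were shared, against 6.21 for independent lists (Fisher's exact p = 1.43e-19), of which 0 were higher in both, 19 lower in both and 19 opposite. Fos (log2 2.54 ± 0.32, adjusted p = 2.06e-06 in epididymal, log2 -1.19 ± 0.32, adjusted p = 0.0394 in bone marrow cells) and Egr1 (log2 1.18 ± 0.35, adjusted p = 0.0256 and log2 -1.87 ± 0.35, adjusted p = 0.0028), both transcription factors of the immediate early response, are opposite ones. Macrophage genes are among those lower in both, such as Timd4, a receptor for phosphatidylserine (adjusted p = 3.6e-07 and log2 -1.37 ± 0.23, adjusted p = 0.000723). All 6 HFD arrays of the 6-month comparison belong to the set of 8, and the profile that sets bone marrow chow array 01 apart from chow 02 and 03 correlates with the epididymal HFD effect at r = 0.439 across genes, which are not independent replicates. With the set term 67 are shared at 6 months (14 higher in both, 41 lower in both, 12 opposite), 17 of them among the 188, and 42 at 14 months. Over the divisions of the arrays, the highest other count of shared probe sets is 208 at 6 months and 0 at 14 months, and leaving out an array gives 27 to 553 at 6 months. None of the bone marrow calls named at 6 months holds without chow array 02 or 03 or when only those 6 arrays are fitted, Fos in bone marrow loses its call at 14 months without any single array, and Egr1 in epididymal cells without 4 of the 6.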

As displayed in the Venn diagram in Figure **2C**, the vast majority of genes that change in response to a HFD occur in a depot specific fashion, but 133 genes are altered by a HFD in both depots at 6-month-old, whereas 37 genes are altered by a HFD in both depots at 14 months (Figure **2C**). These genes were assigned to biologically meaningful gene ontology (GO) categories. Genes whose expression was regulated by a HFD in epididymal and bone marrow adipocytes are primarily found in three categories: biological process, molecular function and cellular component (Table **2**). Subcategories of biological process include regulation of cell cycle, cell death, and cell differentiation and regulation of metabolic process, for instance carbohydrate and lipid metabolism, whereas molecular function includes genes associated with protein binding, enzyme activity and transcription regulator activity, and cellular component includes genes associated with the cell membrane, extracellular matrix, synapses and membrane bound organelles. The table displays the enrichment score and *p*-value in subcategories of the overall category of biological processes that are most relevant to adipocyte-specific functions, whereas the subcategories of cellular component and molecular function are not shown because the *p*-value of these overall categories did not reach statistical significance. As shown in Table **2**, lipid metabolic process comprised 41% of genes with a high enrichment score in the ontology functional analysis. A high value of enrichment score and diet score indicates that genes in the functional group are differentially expressed with respect to diet. We next loaded this set of genes differentially expressed in epididymal and bone marrow adipocytes into Ingenuity Pathway Analyses for further pathway analysis (see below).

**Figure 2:**
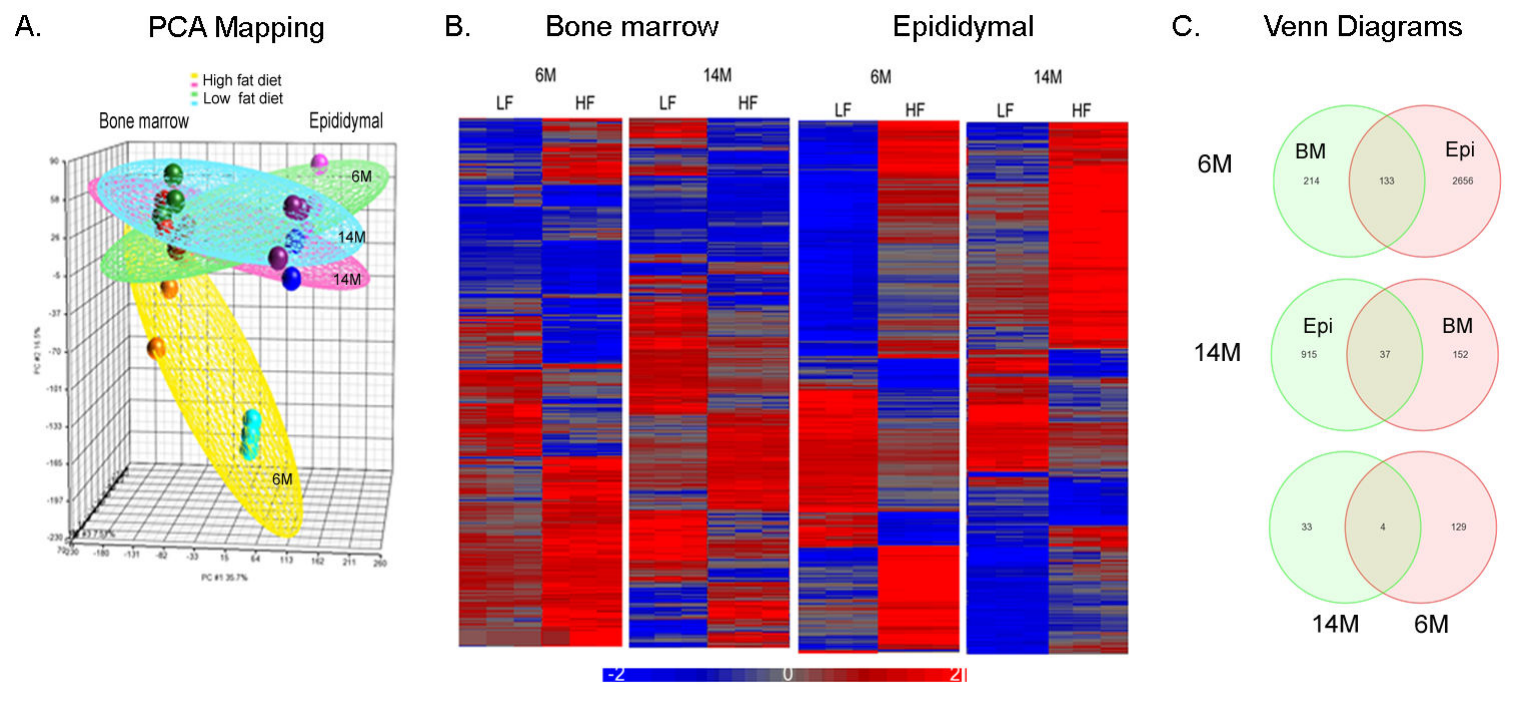
Diet induced obesity-mediated differential gene expression in bone marrow and epididymal adipocytes. Bone marrow and epididymal adipocytes were isolated from the same mice (age 6 months, 14 months fed standard chow or high fat diet (HFD)). Cells from several animals were pooled to yield sufficient sample to analyze three arrays for each age and diet group and both adipocyte populations. A total of 24 arrays were included in this analysis. (a) Principal component analysis of array data before normalization showing clustering of bone marrow adipocytes as separate from epididymal adipocytes. (b) Supervised hierarchical cluster analysis of diet-induced obesity genes in 6- and 14-month-old in bone marrow and epididymal adipocytes. (c) Venn diagram of overlapped genes induced by a HFD in 6- and 14-month-old in bone marrow and epididymal adipocytes.

**Table 2:** Gene ontologies with differentially expressed genes in response to high fat diet.

**Functional Group**	**Functional Subgroup**	Enrichment Score*	*P* value**	**Diet Score**#	**% genes in group present**
Biological process		2.54	0.05	7.80	36.33
	Cellular process	39.07	0.001	7.27	41.18
	Lipid metabolic	21.61	0.001	8.53	49.28
	Carbohydrate metabolic	4.21	0.01	8.77	42.80
	Establishment of localization	17.53	0.001	7.04	41.18
	Transport	12.99	0.001	6.94	41.28
	Immune system	9.54	0.001	7.82	48.16
	Cell Growth	5.21	0.01	7.33	46.85
	Developmental	3.86	0.02	7.17	38.11
	Fat cell differentiation	1.61	0.2	9.58	42.59
	White fat cell	0.35	0.7	9.92	33.33
	Brown fat cell	1.31	0.32	12.58	42.31
	Metabolic process	2.78	0.06	7.44	37.23
Cellular component		2.37	0.09	7.03	36.35
Molecular component		1.22	0.29	7.04	36.26

Listed are top functional groups of high fat diet induced genes (FDR less than <0.05). * A high value of enrichment score indicates that the functional group is over-represented in the gene list. ** *P* value is the - log *p*-value of a Chi-square test.

### Obesity-related gene expression in epididymal and bone marrow adipocytes

We next sought to identify genes affected by HFD-induced obesity within each adipocyte population. Genes affected by obesity were identified and a group of gene lists was generated. A total of 133 genes are altered by a HFD in both depots at 6-month-old, whereas 37 unique genes are altered by a HFD in both depots at 14 months. The top regulated adipocyte-specific filtered genes are listed in Tables **3**-**6** for each depot and each age. The analyses were performed by comparing HFD to standard chow in 6 and 14-month-old animals, respectively. 

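Single genes of myeloid and of lymphoid cells are among the rises in epididymal cells at 6 months, where neither B cell and plasma cell genes nor T cell and NK cell genes are called as a group. Il7r, a receptor for interleukin 7 on lymphoid cells, rose 29.6-fold (log2 4.89 ± 0.40, adjusted p = 1.72e-10), and Adam8, a membrane protease of leukocytes, rose 26.9-fold (log2 4.75 ± 0.28, adjusted p = 5.01e-13). Cd72, a receptor of B cells (log2 4.97 ± 0.41, adjusted p = 2.04e-10), Cd180, a Toll-like receptor homolog (log2 4.66 ± 0.38, adjusted p = 1.45e-10), Fcer1g, the gamma chain of Fc receptors (log2 4.07 ± 0.22, adjusted p = 1.58e-13), and Ctsk, cathepsin K (log2 3.99 ± 0.31, adjusted p = 7.07e-11), rose with them. Il10, a cytokine that restrains inflammation (log2 4.34 ± 0.26, adjusted p = 4.97e-13), and Tnf (log2 3.64 ± 0.19, adjusted p = 7.89e-14) were both higher, as was Mmp2, a gelatinase (log2 2.90 ± 0.29, adjusted p = 7.04e-09, with the set term 1.80). Among the falls are Acvr1c, the activin receptor ALK7 of adipocytes (log2 -2.59 ± 0.26, adjusted p = 5.81e-09), and C2, a complement protease (log2 -2.27 ± 0.17, adjusted p = 2.69e-11). The HFD and chow arrays do not overlap for Adam8 (11.19 ± 0.044 against 6.44 ± 0.47, log2 mean ± SD) or Il7r (10.99 ± 0.089 against 6.10 ± 0.27), with n = 3 arrays each.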

As listed in Table **3**, SPP1 (secreted phophoprotein 1), ADAM8 (ADAM metallopeptidase domain 8), and IL7R (interleukin 7 receptor) are the adipose-filtered genes most highly up-regulated in epididymal adipocytes at 6 months, whereas adipsin is the most highly down-regulated. While several of the same genes were observed to change in epididymal adipocytes at 14 months with the HFD (Table **4**), for instance ADAM8 and cathepsin K, the magnitude of the changes differed. Thus, the most highly up-regulated, adipose-filtered genes in epididymal adipocytes at 14 months are FABP9 (fatty acid binding protein 9) and ubiquitin D, whereas CD163 is down-regulated the most. 

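The rise of these genes is smaller at 14 months than at 6 months. Adam8 rose 3.79-fold at 14 months (log2 1.92 ± 0.28, adjusted p = 1.82e-05), and cathepsin K, a collagen-degrading protease, 3.59-fold (log2 1.84 ± 0.31, adjusted p = 0.00012). Tested by itself, the change of the HFD effect from 6 to 14 months is -2.83 log2 for Adam8 (adjusted p = 3.53e-06) and -2.15 for Ctsk (adjusted p = 0.000421), with n = 3 arrays in each of 4 groups. Il7r was also higher at 14 months (log2 1.26 ± 0.40, adjusted p = 0.0357), with a change between ages of -3.63 (adjusted p = 1.57e-05). Of the probe sets called on the HFD in epididymal cells, 319 are called at both ages, 189 in the same and 130 in opposite directions, and independent lists would share 122. Cd163, a scavenger receptor of resident macrophages, fell at both ages and by more at 14 months (change log2 -2.53 ± 0.46, adjusted p = 0.000111). With the set term the change is -2.92 for Adam8 (adjusted p = 8.81e-05) and -2.01 for Ctsk (adjusted p = 0.00912). Il7r at 14 months loses its call without moderation and without any of 5 single arrays.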

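Fabp9, a fatty acid binding protein best known from testis, rose 18.7-fold (log2 4.22 ± 0.17, adjusted p = 3.35e-15), and Pmp2, a lipid carrier of myelin, followed (log2 3.26 ± 0.17, adjusted p = 3.45e-13). Ubd, the ubiquitin-like modifier also named ubiquitin D, rose 15.8-fold (log2 3.98 ± 0.23, adjusted p = 4.15e-12), and Cenpu, a centromere protein, was higher as well (log2 3.28 ± 0.23, adjusted p = 9.3e-11). Gadd45b, a stress response gene, rose too (log2 2.29 ± 0.18, adjusted p = 4.71e-10). Cd163 fell (log2 -4.52 ± 0.33, adjusted p = 1.3e-10), as did Retnla, a marker of alternatively activated macrophages (log2 -3.23 ± 0.27, adjusted p = 2.18e-09), Lyz1, a lysozyme (log2 -3.31 ± 0.26, adjusted p = 5.46e-10), and Cd209d (log2 -3.36 ± 0.34, adjusted p = 7.26e-08). Fabp9 lies at 8.30 ± 0.034 against 4.07 ± 0.23 and Cd163 at 5.13 ± 0.18 against 9.66 ± 0.41 (HFD against chow at 14 months, log2 mean ± SD, n = 3 arrays each). At 6 months on chow Fabp9 lies at 9.79 ± 0.48, against 8.54 ± 0.27 on the HFD of the same age.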

The response to the HFD differed in bone marrow adipocytes. 

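The diet by depot interaction was tested gene by gene, and at 6 months its largest list median is that of general macrophage markers, which rose as a group on the HFD in epididymal cells and not in bone marrow cells (1 of 20 higher and 1 lower, 3 and 4 adjusted over the list alone, median log2 0.09, adjusted p = 0.775). The epididymal call of this list ends with an estimated correlation. The interaction of these markers is positive (19 of 20 higher and 0 lower, 19 and 0 adjusted over the list alone, median log2 3.24, adjusted p = 1.51e-28, positive counted as higher), with Adam8 at log2 4.58 ± 0.40, adjusted p = 3.54e-09, Ctsk at log2 4.81 ± 0.44, adjusted p = 8.31e-09 and Itgax, the integrin CD11c, at log2 3.80 ± 0.56, adjusted p = 1.37e-05. Pf4 (log2 3.48 ± 0.45, adjusted p = 1.77e-06) and Il6, an inflammatory cytokine (log2 3.27 ± 0.51, adjusted p = 2.63e-05), are positive, as they rose in epididymal cells, where neither rise passes with the set term, and fell in bone marrow cells. Mogat1 (log2 -2.98 ± 0.33, adjusted p = 1.47e-07) and the insulin-responsive glucose transporter Slc2a4 (log2 -2.26 ± 0.32, adjusted p = 7.47e-06) are negative. At 14 months immediate early genes have a positive interaction (24 of 34 higher and 0 lower, 28 and 0 adjusted over the list alone, median log2 1.92, adjusted p = 7.1e-28), such as Atf3 (log2 3.50 ± 0.35, adjusted p = 1.98e-07), and mesothelial genes a negative one (0 of 13 higher and 11 lower, 0 and 12 adjusted over the list alone, median log2 -1.45, adjusted p = 2.08e-22). The 2502 probe sets with an interaction at 6 months compare with at most 4807 in other divisions of the arrays. Of 100 drawn divisions, the real one included, 5 reached 2502 or more. A division may keep the real diet labels in either depot, so at neither age do such counts measure chance, which is not excluded. At 14 months 941 compare with at most 738 in 99 other divisions drawn from 200, and 63.6% of interactions are positive after centring each array on its median, against 44.1% without.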

At 6 months Kruppel-like factor 2 (KLF2), ras homolog B (RhoB) and KLF4 are the most highly up-regulated, whereas thrombin receptor like 2 (F2RL2) and IL-6 are the most highly down-regulated (Table **5**). 

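In bone marrow cells at 6 months transcription factors of the immediate early response rose and an inflammatory cytokine fell. Klf2, a transcription factor of quiescent endothelial and T cells, rose 2.76-fold (log2 1.47 ± 0.40, adjusted p = 0.0317, with the set term 2.36), Klf4, a factor of monocyte development, 2.66-fold (log2 1.41 ± 0.34, adjusted p = 0.0172), and Rhob, a small GTPase of endosomes, 2.51-fold (log2 1.33 ± 0.30, adjusted p = 0.0116). Egr1 (log2 1.27 ± 0.35, adjusted p = 0.0356, with the set term 1.23, adjusted p = 0.168) and Rgs3, a regulator of G protein signaling (log2 1.66 ± 0.30, adjusted p = 0.00252, with the set term 1.05, adjusted p = 0.07), rose as well. F2rl2, the thrombin receptor PAR3 of mouse platelets, fell (log2 -1.91 ± 0.52, adjusted p = 0.0334, with the set term -3.44), and Il6 fell (log2 -1.98 ± 0.36, adjusted p = 0.0026). Klf2 lies at 10.91 ± 0.20 against 9.44 ± 1.53 and Il6 at 6.29 ± 0.60 against 8.28 ± 0.37 (HFD against chow, log2 mean ± SD, n = 3 arrays each). Snord73b has the largest rise of any named gene with non-overlapping arrays, and Klf2 is 1 of 12 immediate early genes that were higher. The call of Klf2 ends without chow array 01, chow array 03 or any of the HFD arrays, without moderation, and when only the 6 arrays of the comparison are fitted. Those of Klf4, Rhob, Egr1, F2rl2, Rgs3 and Il6 also end in that fit of 6 arrays, and the first 4 without chow array 03.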

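Il10, which is made by macrophages and B cells among others, rose 2.68-fold in bone marrow cells at 14 months (log2 1.42 ± 0.26, adjusted p = 0.00172), and Adamdec1, a protease of macrophages, rose too (log2 1.86 ± 0.35, adjusted p = 0.00233). Sox6 lies at 9.13 ± 0.18 against 8.14 ± 0.21 (HFD against chow, log2 mean ± SD, n = 3 arrays each), just under 2-fold. Plk2, the serum-inducible kinase, fell -4.96-fold (log2 -2.31 ± 0.31, adjusted p = 4.07e-05), and Pmaip1, a promoter of apoptosis also named Noxa, fell as well (adjusted p = 0.00156). The largest rise and fall among named genes with non-overlapping arrays are 2.28 and -2.46 on the log2 scale at 14 months, against 2.96 and -2.25 at 6 months. The change of the HFD effect from 6 to 14 months was tested by itself, and 661 probe sets have such an interaction in bone marrow cells, with Plk2 (log2 -3.21 ± 0.43, adjusted p = 7.62e-05), Klf2 (log2 -2.50 ± 0.56, adjusted p = 0.00988), Klf4 (log2 -2.34 ± 0.48, adjusted p = 0.00489) and Rhob (log2 -2.40 ± 0.43, adjusted p = 0.00158) among them. Immediate early genes share this direction (1 of 34 higher and 19 lower, 2 and 24 adjusted over the list alone, median log2 -1.55, adjusted p = 6.12e-22). That count is 481 with the set term, 297 of them called in both fits, and 1665 without the 2 arrays of the set in the chow and ob/ob groups. Without a single array it runs from 298 to 1518. Sox6 does not pass without moderation, and the interactions of Klf2 and Klf4 do not pass when only the arrays of the 4 groups are fitted.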

The magnitude of the changes in gene expression with the HFD at 14 months in bone marrow adipocytes was lower than observed at 6 months, with IL10, ATP2B4, and SOX6 the most highly up-regulated and serum induced kinase (SNK) down-regulated the most (Table **6**). Table **7** shows the genes (unfiltered) whose expression changed in the same direction in response to the HFD in both fat depots, with the genes listed in descending order based on the changes observed in epididymal adipocytes. 

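Itgax and Cd300ld, 2 receptors of myeloid cells, rose by more in epididymal than in bone marrow cells at 6 months. Itgax, which marks dendritic cells and macrophages in obese fat, rose 27.7-fold in epididymal cells (log2 4.79 ± 0.40, adjusted p = 2.31e-10) and does not pass in bone marrow cells (log2 0.99 ± 0.40, adjusted p = 0.16). Cd300ld, an activating receptor, rose in both (log2 4.75 ± 0.29, adjusted p = 7.1e-13 in epididymal, log2 1.01 ± 0.29, adjusted p = 0.0394, with the set term 0.73, adjusted p = 0.373 in bone marrow cells). Dhrs9, an enzyme that oxidizes retinol, also rose in both (log2 4.42 ± 0.28, adjusted p = 1.49e-12 and log2 1.19 ± 0.28, adjusted p = 0.0142, with the set term 0.94, adjusted p = 0.17). The diet by depot interaction is log2 3.73 ± 0.41, adjusted p = 1.24e-07 for Cd300ld and log2 3.22 ± 0.39, adjusted p = 7.59e-07 for Dhrs9, with n = 3 arrays in each of 4 groups. Among these, the bone marrow calls of Cd300ld and Dhrs9 end without chow array 03 and when only the 6 arrays of the comparison are fitted.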

As is apparent from this table, the magnitude of changes in expression were much greater in epididymal than bone marrow adipocytes, with Itgax (integrin alpha X), CD300ld, Dhrs9 (dehyrogenase/reductase member 9) and predicted gene 1002 among the most highly up-regulated. 

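Sfrp4, a secreted modulator of Wnt signaling, fell on the HFD at 14 months in both depots (log2 -2.39 ± 0.31, adjusted p = 3.83e-06 in epididymal and log2 -1.51 ± 0.31, adjusted p = 0.00627 in bone marrow cells, n = 3 arrays a group). Hcar2, the receptor for niacin and hydroxybutyrate listed there as Niacr1, rose in epididymal (log2 1.83 ± 0.29, adjusted p = 6.47e-05) and fell in bone marrow cells (log2 -1.87 ± 0.29, adjusted p = 0.000431). Cd209a, a C-type lectin of dendritic cells, fell in both (log2 -3.01 ± 0.31, adjusted p = 8.72e-08 and log2 -1.13 ± 0.31, adjusted p = 0.0436), as did Mrc1 (log2 -1.31 ± 0.28, adjusted p = 0.00139 and log2 -1.28 ± 0.28, adjusted p = 0.00805). The diet by depot interaction for Hcar2 is log2 3.70 ± 0.42, adjusted p = 1.14e-06. The bone marrow calls of Sfrp4 and Mrc1 end without chow 01, HFD 01 or HFD 02, and that of Cd209a without moderation or any single array.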

Interestingly, the expression of no gene was up-regulated in both epididymal and bone marrow adipocytes at 14 months, whereas secreted frizzled related protein 4 (Sfrp4) and the niacin receptor 1 (Niacr1) were down-regulated the most by the HFD. 

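Dhrs9 and Mrc1 were the only probe sets called in both depots at both ages, and neither moved in 1 direction throughout. Dhrs9 rose in both depots at 6 months and in epididymal cells at 14 months (log2 1.46 ± 0.28, adjusted p = 0.000496), and fell in bone marrow cells at 14 months (log2 -1.30 ± 0.28, adjusted p = 0.00821). Ccl2, the monocyte chemokine MCP-1, was higher in epididymal cells at both ages (log2 1.05 ± 0.36, adjusted p = 0.0209, with the set term 0.35, adjusted p = 0.688 at 6 months and log2 1.12 ± 0.36, adjusted p = 0.036 at 14 months), does not pass in bone marrow cells at 6 months (log2 1.12 ± 0.36, adjusted p = 0.0701), and fell there at 14 months (log2 -1.51 ± 0.36, adjusted p = 0.0171). Fgl2, a prothrombinase of macrophages, fell at 14 months in epididymal (log2 -1.84 ± 0.25, adjusted p = 5.14e-06) and bone marrow cells (log2 -1.42 ± 0.25, adjusted p = 0.00125), and at 6 months it passes below 2-fold in epididymal cells (log2 0.63, adjusted p = 0.0453) and not in bone marrow cells (log2 0.15 ± 0.25, adjusted p = 0.817). Plk2 rose in epididymal cells at both ages (log2 2.09 ± 0.31, adjusted p = 3.06e-06 and log2 1.26 ± 0.31, adjusted p = 0.00527), and at 6 months in bone marrow cells it does not pass (log2 0.90 ± 0.31, adjusted p = 0.0882, with the set term 1.50, adjusted p = 0.0102). The count of 2 is 3 with the set term, 0 when each comparison is fitted on its own arrays, 1 without moderation, 5 with array weights, 4 with unadjusted p-values, and 0 to 4 without a single array (n = 3 arrays a group). In other divisions of the arrays it was at most 0. Leaving out an array can also end the calls of Dhrs9 in bone marrow cells at 14 months (chow 03), of Ccl2 in 3 comparisons, and of Fgl2 at 6 months.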

Surprisingly, the expression of only 4 genes (chemokine C-C ligand 2, dehydrogenase/reductase 9, fibrinogen-like protein 2 and polo-like kinase 2) was consistently and significantly altered in both depots and at both ages by the HFD. These are listed in Table **8** **.**

**Table 3:** Epididymal adipocyte genes most highly up- and down-regulated by a high fat diet at 6 months of age.

**Symbol**	**Entrez Gene Name**	**Fold change**	***P* value**
SPP1	secreted phosphoprotein 1	27.9	1.44E-07
ADAM8	ADAM metallopeptidase domain 8	27.1	9.95E-11
IL7R	interleukin 7 receptor	25.5	5.54E-09
STAP1	signal transducing adaptor family member 1	21.7	1.07E-10
CTSK	cathepsin K	21.5	5.01E-10
FCER1G	Fc fragment of IgE, high affinity I, receptor for; gamma polypeptide	21.3	4.65E-11
CD180	CD180 molecule	18.8	7.12E-11
LAT2	linker for activation of T cells family, member 2	18.1	2.28E-12
DPEP2	dipeptidase 2	17.6	5.08E-09
FYB	FYN binding protein	15.6	1.66E-09
ATP6V0E2	ATPase, H+ transporting V0 subunit e2	-5.5	9.56E-09
C2	complement component 2	-5.5	8.68E-11
TERC	telomerase RNA component	-6.5	2.54E-11
ADRB3	adrenergic, beta-3-, receptor	-6.6	3.06E-11
PTX3	pentraxin 3, long	-7.5	2.44E-08
ACVR1C	activin A receptor, type IC	-7.6	4.02E-10
GSTA4	glutathione S-transferase alpha 4	-8.3	3.19E-10
MOGAT1	monoacylglycerol O-acyltransferase 1	-8.5	2.42E-08
AMY2A	amylase, alpha 2A (pancreatic)	-9.2	3.70E-09
CFD	complement factor D (adipsin)	-13.3	1.03E-12

The list includes the adipocyte genes that change with high fat diet feeding at 6 months of age in epididymal adipocytes. The set of regulated genes was selected on the basis of their expression in adipose cells according to the IPA knowledge-base. For each gene, the fold change value in gene expression was calculated between mean values in epididymal adipocytes in standard chow and high fat fed with fold change ± 2 and *p* <0.05. The 6-month-old fed with high fat diet were compared to 6-month-old fed with standard chow diet. The significance of differences was measured by two-way ANOVA.

**Table 4:** Epididymal adipocyte genes most highly up- and down-regulated by a high fat diet at 14 months of age.

**Symbol**	**Entrez Gene Name**	**Fold change**	***P* value**
FABP9	fatty acid binding protein 9, testis	18.4	3.75E-12
UBD	ubiquitin D	15.5	6.88E-11
UCP1	uncoupling protein 1	6.6	5.45E-10
GADD45B	growth arrest and DNA-damage-inducible, beta	4.8	5.32E-09
AKR1B7	aldo-keto reductase family 1, member B7	4.3	4.12E-10
ADAM8	ADAM metallopeptidase domain 8	3.8	8.22E-06
FGF10	fibroblast growth factor 10	3.5	1.13E-07
CTSK	cathepsin K	3.5	2.80E-05
GADD45G	growth arrest and DNA-damage-inducible, gamma	3.5	3.64E-10
RGS2	regulator of G-protein signaling 2, 24kDa	2.9	4.11E-05
FMO_2_	flavin containing monooxygenase 2	-5.7	1.18E-07
PENK	proenkephalin	-6.5	1.77E-11
IGFBP6	insulin-like growth factor binding protein 6	-6.8	4.10E-10
CCR2	chemokine (C-C motif) receptor 2	-6.9	2.53E-07
PLA2G2D	phospholipase A2, group IID	-6.9	3.68E-07
SULT1E1	sulfotransferase family 1E, estrogen-preferring, member 1	-6.9	0.009232
SFRP2	secreted frizzled-related protein 2	-12.8	1.42E-07
F13A1	coagulation factor XIII, A1 polypeptide	-15.2	8.92E-11
LYVE1	lymphatic vessel endothelial hyaluronan receptor 1	-17.2	6.89E-13
CD163	CD163 molecule	-22.4	6.35E-10

The list includes the adipocyte genes that change with high fat diet feeding at 14 months of age in epididymal adipocytes. The set of regulated genes was selected on the basis of their expression in adipose cells according to the IPA knowledge-base. For each gene, the fold change value in gene expression was calculated between mean values in epididymal adipocytes in standard chow and high fat fed with fold change ± 2 and *p* <0.05. The 14-month-old fed with high fat diet were compared to 14-month-old fed with standard chow diet. The significance of differences was measured by two-way ANOVA.

**Table 5:** Bone marrow adipocyte genes most highly up- and down-regulated by a high fat diet at 6 months of age.

**Symbol**	**Entrez Gene Name**	**Fold change**	***P* value**
KLF2	Krüppel-like factor 2 (lung)	5.9	9.56E-06
RHOB	ras homolog gene family, member B	4.9	5.15E-07
KLF4	Krüppel-like factor 4 (gut)	4.2	7.30E-05
PLK2	polo-like kinase 2 (Drosophila)	3.7	1.48E-07
SH2D1B	SH2 domain containing 1B	3.5	1.32E-08
ENO3	enolase 3 (beta, muscle)	3.5	2.88E-05
ADRB2	adrenergic, beta-2-, receptor, surface	3.1	1.46E-07
NLRP3	NLR family, pyrin domain containing 3	3.0	0.000121
DUSP2	dual specificity phosphatase 2	2.8	0.000697
EGR1	early growth response 1	2.8	0.004784
MT1E	metallothionein 1E	-2.7	0.000561
NRGN	neurogranin (protein kinase C substrate, RC3)	-2.7	2.98E-05
ITGA6	integrin, alpha 6	-2.8	0.000123
PLS1	plastin 1	-2.9	7.20E-05
PRKCA	protein kinase C, alpha	-3.1	1.66E-08
GUCY1B3	guanylate cyclase 1, soluble, beta 3	-3.8	1.07E-05
ITGA2B	integrin, alpha 2b	-3.8	2.94E-05
CYSLTR2	cysteinyl leukotriene receptor 2	-4.2	5.89E-05
IL6	interleukin 6 (interferon, beta 2)	-4.9	1.60E-06
F2RL2	coagulation factor II receptor-like 2	-8.2	5.89E-07

The list includes the adipocyte genes that change with high fat diet feeding at 6 months of age in bone marrow adipocytes. The set of regulated genes was selected on the basis of their expression in adipose cells according to the IPA knowledge-base. For each gene, the fold change value in gene expression was calculated between mean values in bone marrow adipocytes in standard chow and high fat fed with fold change ± 2 and *p* <0.05. The 6-month-old fed with high fat diet were compared to 6-month-old fed with standard chow diet. The significance of differences was measured by two-way ANOVA.

**Table 6:** Bone marrow adipocyte genes most highly up- and down-regulated by a high fat diet at 14 months of age.

**Symbol**	**Entrez Gene Name**	**Fold change**	***P* value**
IL10	interleukin 10	2.6	0.0003216
ATP2B4	ATPase, Ca++ transporting, plasma membrane 4	2.1	0.0026892
SOX6	SRY (sex determining region Y)-box 6	2.0	0.0023088
SH2D1B	SH2 domain containing 1B	1.9	0.0167878
ASNS	asparagine synthetase (glutamine-hydrolyzing)	1.8	0.0045472
GAB1	GRB2-associated binding protein 1	1.8	1.36E-05
ACP1	acid phosphatase 1, soluble	1.7	1.41E-06
ADCY6	adenylate cyclase 6	1.7	0.0004744
UCK2	uridine-cytidine kinase 2	1.7	0.0018952
PRNP	prion protein	1.7	0.0010340
TNF	tumor necrosis factor	-2.9	0.0031101
JUN	activator protein 1, AP-1, C-JUN, JUNC, v-Jun	-3.1	3.60E-07
NLRP3	cryopyrin, NLR family, pyrin domain containing 3	-3.2	6.27E-05
CD69	CD69 antigen, CLEC2C, VEA	-3.4	2.37E-06
EGR1	Early growth response 1, EGR, Krox-1, KROX-24,	-3.5	0.001048
CSF1	CSF1 isoform 1, Csfm, M-CSF, MCSF1	-3.7	1.49E-08
PTGS2	COX-2, inducible cyclooxygenase	-3.8	4.04E-07
PMAIP1	APR, NOXA	-3.9	1.49E-05
H1F0	histone H1-0	-4.0	3.81E-09
PLK2	polo-like kinase 2, serum inducible kinase	-4.9	1.23E-08

The list includes the adipocyte genes that change with high fat diet feeding at 14 months of age in bone marrow adipocytes. The set of regulated genes was selected on the basis of their expression in adipose cells according to the IPA knowledge-base. For each gene, the fold change value in gene expression was calculated between mean values in bone marrow adipocytes in standard chow and high fat fed with fold change ± 2 and *p* <0.05. The 14-month-old fed with high fat diet were compared to 14-month-old fed with standard chow diet. The significance of differences was measured by two-way ANOVA.

**Table 7:** Genes highly up- and down-regulated by a high fat diet that are common to both epididymal and bone marrow adipocytes.

**Symbol**	**Entrez Gene Name**	**Epididymal**		**Bone marrow**		
**6-month**		**Fold change**	***P* value**	**Fold change**		***P* value**
Itgax	integrin alpha X	42.1	6.82E-10	2.8	0.00119556	
Cd300ld	CD300 molecule-like family member d	29.8	1.12E-11	2.2	0.00040224	
Dhrs9	dehydrogenase/reductase member 9	22.9	2.46E-11	2.3	0.00017422	
Cd180	CD180 antigen	18.8	7.12E-11	2.3	0.00019608	
Cd300lb	CD300 antigen like family member B	18	7.69E-12	2.5	1.37E-05	
Tlr8	toll-like receptor 8	15.4	3.30E-11	2	0.00034929	
Nlrp3	NLR family, pyrin domain containing 3	13.9	4.25E-09	3	0.00012105	
Fcgr4	Fc receptor, IgG, low affinity IV	13.7	3.36E-08	3.4	0.00016374	
Clec4a3	C-type lectin domain family 4, member a3	13.4	6.05E-09	3.8	1.85E-05	
Gm10002	predicted gene 10002	8.2	0.00064	15.3	5.84E-05	
AI324046	expressed sequence AI324046	-2.4	0.00151	-4.3	1.51E-05	
Myl9	myosin, light polypeptide 9, regulatory	-2.5	0.00187	-4.4	2.14E-05	
Pf4	platelet factor 4	2.3	0.00302	-4.4	1.96E-05	
Slamf1	signaling lymphocytic activation molecule family member 1	-2.3	0.00029	-4.6	6.09E-07	
AU023871	expressed sequence AU023871	-2.6	0.0038	-6.4	8.61E-06	
Gp9	glycoprotein 9 (platelet)	-3.4	0.00013	-5.6	3.61E-06	
Peg10	paternally expressed 10	-3.4	1.94E-06	-5	6.64E-08	
U29423	cDNA sequence U29423	-4.5	1.72E-07	-6.3	1.55E-08	
Ighg	Immunoglobulin heavy chain (gamma)	-7.3	2.26E-05	-6.3	5.06E-05	
Serpina3b	serine (or cysteine) peptidase inhibitor	-8.9	1.98E-08	-4.9	9.41E-07	
**14-month**						
Plk2	polo-like kinase 2 (Drosophila)	-2.3	1.18E-04	-4.9	1.23E-08	
Ccl2	chemokine (C-C motif) ligand 2	-2.7	4.1E-05	-2.8	1.66E-04	
LOC100047070	similar to Human Ig rearranged gamma chai	-2.7	0.00013	-3.6	6.01E-05	
Atf3	activating transcription factor 3	-2.8	2.33E-06	-5.0	6.73E-09	
Gla	galactosidase, alpha	-2.9	2E-07	-2.1	7.86E-07	
Errfi1	ERBB receptor feedback inhibitor 1	-3.2	2.81E-08	-2.2	0.00046955	
Timd4	T-cell immunoglobulin and mucin domain containing 4	-3.5	3.3E-08	-2.5	9.36E-05	
Jun	Jun oncogene	-3.6	6.86E-05	-3.1	3.60E-07	
Clec4n	C-type lectin domain family 4, member n	-4.0	1.28E-06	-2.1	0.00050524	
Csprs	component of Sp100-rs	-5.4	1.2E-06	-2.3	1.34E-07	
Niacr1	Niacr1 // niacin receptor 1	-7.8	6.76E-09	-3.6	3.47E-09	
Sfrp4	secreted frizzled-related protein 4	-22.4	6.4E-10	-2.9	1.51E-04	

**Table 8:** Genes altered by a high fat diet in each adipose depot at each age.

		**6-month**				**14-month**			
		**Epididymal**		**Bone marrow**		**Epididymal**		**Bone marrow**	
**Symbol**	**Entrez Gene Name**	**Fold change**	***P* value**	**Fold change**	***P* value**	**Fold change**	***P* value**	**Fold change**	***P* value**
Ccl2	chemokine (C-C motif) ligand 2	2.1	0.003011	2.4	0.000799	2.2	0.002058	-2.8	0.000166
Dhrs9	dehydrogenase/ reductase (SDR family) member 9	22.9	2.46E-11	2.3	0.000174	2.9	1.43E-05	-2.4	0.000143
Fgl2	fibrinogen-like protein 2	4.1	7.87E-09	2.1	1.29E-05	-3.5	3.31E-08	-2.6	9.23E-07
Plk2	polo-like kinase 2	11.5	4.65E-11	3.7	1.48E-07	2.4	1.84E-05	-4.9	1.23E-08

Tables **9** and **10** show the most highly up- and down-regulated genes with age while on a high fat diet in epididymal and bone marrow adipocytes, respectively. The analyses compared the gene expression in epididymal and bone marrow adipocytes from 14-months old HFD to 6-months old HFD mice. 

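From 6 to 14 months on the HFD, epididymal cells lost transcript of cytokines and of the immediate early response. Inflammatory genes fell (0 of 45 higher and 35 lower, 1 and 37 adjusted over the list alone, median log2 -2.21, adjusted p = 1.73e-27), with Il6 (log2 -4.40 ± 0.36, adjusted p = 5.18e-10) and Il1a, interleukin 1 alpha (log2 -4.24 ± 0.45, adjusted p = 3.87e-08, with the set term -2.21), and Clec4e, a receptor of macrophages for mycobacterial and dead cells, fell most of all (log2 -6.11 ± 0.35, adjusted p = 8.26e-13). Immediate early genes fell (0 of 34 higher and 26 lower, 1 and 26 adjusted over the list alone, median log2 -1.45, adjusted p = 5.19e-15), such as Hspa1a, the inducible heat shock protein 70 (log2 -3.58 ± 0.26, adjusted p = 5.2e-11). Small nucleolar RNAs fell as well (0 of 54 higher and 36 lower, 0 and 38 adjusted over the list alone, median log2 -1.43, adjusted p = 1.45e-14, with the set term 1 and 21). Il13ra2, a decoy receptor for interleukin 13 (log2 2.67 ± 0.25, adjusted p = 5.72e-09), and Mtln, a peptide of the respiratory chain (log2 2.88 ± 0.22, adjusted p = 1.13e-10), rose. Small nucleolar RNAs of bone marrow cells were lower at 14 months (4 of 54 higher and 30 lower, 6 and 33 adjusted over the list alone, median log2 -1.04, adjusted p = 6.48e-11, adjusted p = 0.287 with an estimated correlation, with the set term 0 and 8), led by Snord118, the U8 RNA (log2 -5.74 ± 0.87, adjusted p = 5.08e-05, with the set term -1.50, adjusted p = 0.145), and immediate early genes were lower (3 of 34 higher and 19 lower, 3 and 20 adjusted over the list alone, median log2 -0.94, adjusted p = 3.09e-10, adjusted p = 0.287 with an estimated correlation), with Jun (log2 -2.68 ± 0.17, adjusted p = 3.41e-11) and Atf3 (log2 -2.79 ± 0.25, adjusted p = 1.07e-07). Of 23410 probe sets, 947 rose and 1690 fell with age in epididymal cells, 2637 in all, and 696 rose and 584 fell in bone marrow cells, 1280 in all (n = 3 arrays a group). All 6 of the 6-month HFD arrays and none of the 14-month arrays belong to the set of 8. With the set term 1758 are called in epididymal cells, 1179 of them in both fits, and 432 in bone marrow cells, 193 of them in both fits.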

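Il10 has one of the largest falls with age on the HFD in epididymal cells (log2 -4.77 ± 0.26, adjusted p = 2.22e-13), at 5.00 ± 0.15 against 9.77 ± 0.28 at 14 against 6 months (log2 mean ± SD, n = 3 arrays each). Tnfsf9, the ligand of the T cell receptor 4-1BB, fell with it (log2 -4.26 ± 0.24, adjusted p = 4.06e-13). Terc, the RNA template of telomerase, did not pass without the set term, and its sign differs between fits (log2 -1.02 ± 0.68, adjusted p = 0.288, with the set term 2.59, adjusted p = 3.01e-08). Amy1, an amylase, rose (log2 3.07 ± 0.23, adjusted p = 1.16e-10), as did Cuzd1, a membrane protein of zymogen granules (log2 2.70 ± 0.31, adjusted p = 1.74e-07).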

AMY2A (amylase, alpha 2A), TERC (telomerase RNA component) and CFD (adipsin) increased 4.6 to 5.3-fold in response to aging while on a high fat diet, whereas IL10 (interleukin 10) was down-regulated 19.4-fold in epididymal adipocytes with age. Interestingly, while IL10 increased 4.7-fold at 14 months in bone marrow adipocytes, KLF2 and KLF4 were the most down-regulated genes in bone marrow adipocytes with age (-9.4 and -10-fold), and were similarly down-regulated with age in epididymal adipocytes in the setting of a high fat diet.

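Il10 rose with age in bone marrow cells (log2 1.92 ± 0.26, adjusted p = 1.51e-05), while Klf2 (log2 -1.63 ± 0.40, adjusted p = 0.00391, with the set term -2.98) and Klf4 (log2 -2.31 ± 0.34, adjusted p = 3.83e-05) fell, with n = 3 arrays a group. In epididymal cells Klf2 (log2 -1.37 ± 0.40, adjusted p = 0.00858, with the set term -2.71) and Klf4 (log2 -1.39 ± 0.34, adjusted p = 0.00215) also fell. Without the set term the immediate early factor Egr1 fell by more than either in bone marrow cells (log2 -2.91 ± 0.35, adjusted p = 5.53e-06), and with it Egr1 has log2 -2.85, a smaller fall than that of Klf2. Terc fell without the set term (log2 -3.40 ± 0.68, adjusted p = 0.000719, with the set term 0.21, adjusted p = 0.773), and among the rises is Myo1e, a class I myosin (log2 2.54 ± 0.32, adjusted p = 8.37e-06).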

**Table 9:** Epididymal adipocyte genes most highly up- and down-regulated with age during a high fat diet.

**Symbol**	**Entrez Gene Name**	**Fold change**	***P* value**
AMY2A	amylase, alpha 2A (pancreatic)	5.3	1.90E-05
TERC	telomerase RNA component	5.3	2.90E-05
GPT	glutamic-pyruvate transaminase	4.6	2.70E-05
CFD	adipsin, Complement Factor D, Factor D, PFD	4.5	2.70E-05
PHGDH	phosphoglycerate dehydrogenase	4.0	1.00E-04
PEPCK1	phosphoenolpyruvate carboxykinase 1 (soluble)	3.9	1.70E-04
MOGAT1	monoacylglycerol O-acyltransferase 1	3.0	1.70E-04
HSD11B1	hydroxysteroid (11-beta) dehydrogenase 1	2.9	0.000081
VLDLR	very low density lipoprotein receptor	2.9	0.000462
PDE3B	phosphodiesterase 3B, cGMP-inhibited	2.6	0.000362
AGPAT9	1-acylglycerol-3-phosphate O-acyltransferase 9	2.6	0.00011
PLIN1	perilipin 1	2.6	0.00021
ACAT2	acetyl-CoA acetyltransferase 2	2.2	0.000121
PPARG	peroxisome proliferator-activated receptor gamma	1.6	0.000797
KLB	klotho beta	1.6	0.000361
SCD	stearoyl-CoA desaturase (delta-9-desaturase)	1.5	0.004184
KLF4	Krüppel-like factor 4 (gut)	-5.3	1.60E-04
SOCS3	suppressor of cytokine signaling 3	-5.4	1.90E-05
GPR65	G protein-coupled receptor 65	-5.4	1.90E-05
ICAM1	intercellular adhesion molecule 1	-5.9	2.90E-05
CCL13	chemokine (C-C motif) ligand 13	-5.9	2.90E-05
SPP1	secreted phosphoprotein 1	-6.1	1.80E-05
IL1RN	interleukin 1 receptor antagonist	-6.2	1.90E-05
FGL2	fibrinogen-like 2	-6.6	1.70E-05
CD14	CD14 molecule	-8.2	1.67E-07
KLF2	Krüppel-like factor 2 (lung)	-8.7	1.06E-08
IL10	interleukin 10	-19.4	5.06E-09

The list includes the adipocyte genes that change with age in epididymal adipocytes on a high fat diet. The set of regulated genes was selected on the basis of their expression in adipose cells according to the IPA knowledge-base. For each gene, the fold change value in gene expression was calculated between mean values in epididymal adipocytes at 14 months compared with 6 months on a high fat diet.

**Table 10:** Bone marrow adipocyte genes most highly up- and down-regulated with age during a high fat diet.

**Symbol**	**Entrez Gene Name**	**Fold change**	***P* value**
P2RY10	purinergic receptor P2Y, G-protein coupled, 10	4.829	3.15E-04
IL10	interleukin 10	4.753	7.56E-03
CCR9	chemokine (C-C motif) receptor 9	4.349	1.30E-05
NR4A3	nuclear receptor subfamily 4, group A, member 3	4.043	2.32E-05
MYO1E	myosin IE	4.010	3.48E-05
GOT1	glutamic-oxaloacetic transaminase 1, soluble	3.693	2.88E-05
PDE3B	phosphodiesterase 3B, cGMP-inhibited	3.378	1.46E-05
DGAT1	diacylglycerol O-acyltransferase 1	2.011	0.000121
IL6	interleukin 6 (interferon, beta 2)	2.481	0.000697
SCD	stearoyl-CoA desaturase (delta-9-desaturase)	1.752	0.004784
PLIN1	perilipin 1	1.648	0.000561
FGL2	fibrinogen-like 2	-3.401	2.98E-05
GPR109A	G protein-coupled receptor 109A	-3.668	0.000123
RGS3	regulator of G-protein signaling 3	-3.894	7.20E-05
COL1A2	collagen, type I, alpha 2	-4.218	3.66E-06
CCL13	chemokine (C-C motif) ligand 13	-7.164	2.07E-06
JUN	jun proto-oncogene	-7.829	6.94E-08
EGR1	early growth response 1	-9.052	5.75E-08
KLF4	Krüppel-like factor 4 (gut)	-9.468	1.61E-07
KLF2	Krüppel-like factor 2 (lung)	-9.958	5.70E-07

The list includes the adipocyte genes that change with age in bone marrow adipocytes on a high fat diet. The set of regulated genes was selected on the basis of their expression in adipose cells according to the IPA knowledge-base. For each gene, the fold change value in gene expression was calculated between mean values in bone marrow adipocytes at 14 months compared with 6 months on a high fat diet.

**Figure 3:**
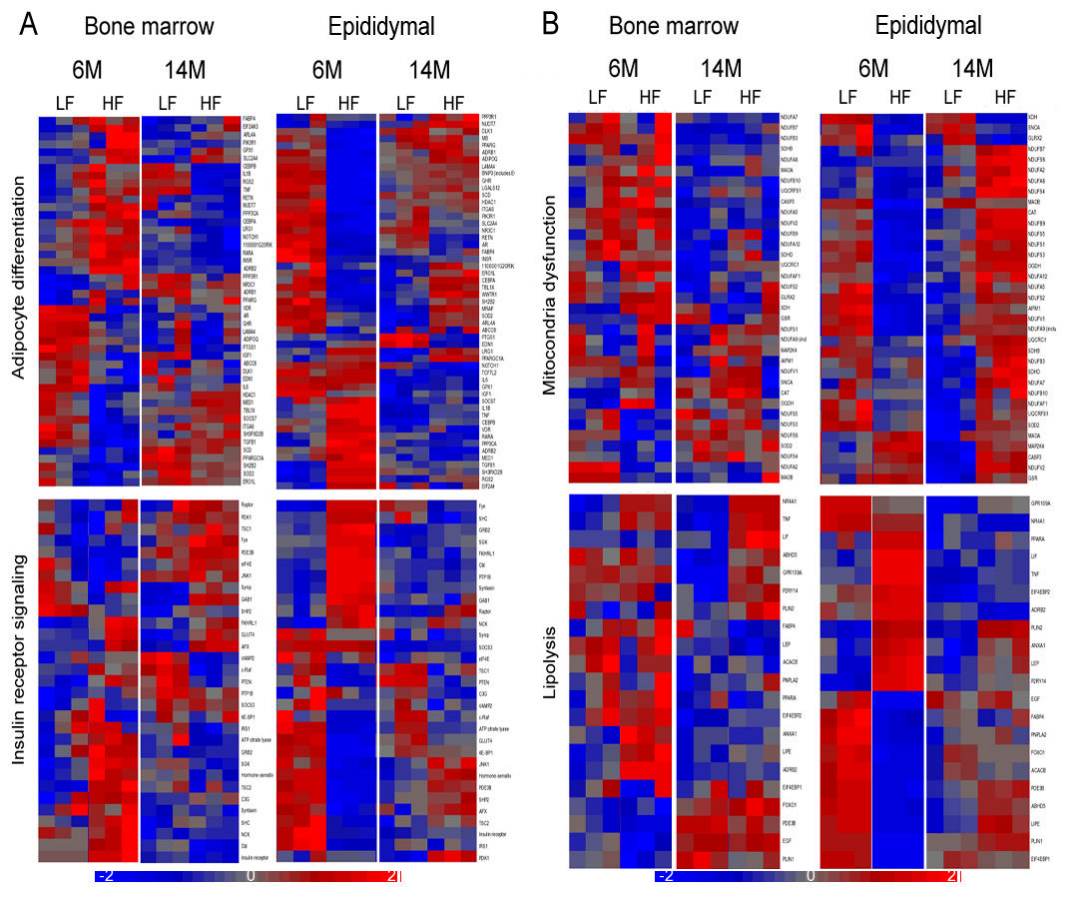
Heat maps of adipocyte-specific pathways in bone marrow and epididymal adipocytes in response to a high fat diet. (a) Clustering of genes involved in adipocyte differentiation (upper panel) and insulin receptor signaling (lower panel) with at least a 2-fold difference between standard chow and high fat diet in bone marrow and epididymal adipocytes. (b) Clustering of genes involved in decreased transmembrane potential of mitochondria (upper panel) and lipolysis (lower panel) with at least a 2-fold difference between standard chow and high fat diet in bone marrow and epididymal adipocytes.

Adipocyte-specific gene pathways, such as genes associated with differentiation, insulin receptor signaling and lipolysis, were generated using Ingenuity Pathway Analysis. 

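Differentiation genes were lower as a group on the HFD in epididymal cells at 6 months, and the list is not called in the other 3 comparisons. At 6 months in epididymal cells the list has 3 of 38 higher and 15 lower, 3 and 15 adjusted over the list alone, median log2 -0.39, adjusted p = 0.0133, adjusted p = 0.292 with an estimated correlation. Slc2a4, the glucose transporter GLUT4 (log2 -1.88 ± 0.23, adjusted p = 1.76e-07), Klf15, a transcription factor that promotes adipogenesis (log2 -1.81 ± 0.17, adjusted p = 1.54e-09), and Adig, adipogenin (log2 -1.89 ± 0.25, adjusted p = 7.2e-07), are among those lower. At 14 months it has 4 of 38 higher and 3 lower, 5 and 3 adjusted over the list alone, median log2 0.06, adjusted p = 0.757, in bone marrow cells at 6 months 4 of 38 higher and 2 lower, 5 and 2 adjusted over the list alone, median log2 0.01, adjusted p = 0.608, with the set term 2 and 1, and in bone marrow cells at 14 months 1 of 38 higher and 0 lower, 4 and 2 adjusted over the list alone, median log2 -0.12, adjusted p = 0.298. For insulin receptor signaling the epididymal counts at 6 months go both ways (10 of 39 higher and 16 lower, 10 and 16 adjusted over the list alone, median log2 -0.05, adjusted p = 0.41), with Insr, the insulin receptor (log2 -1.23 ± 0.17, adjusted p = 1.72e-06), and Irs1, its main substrate in fat (log2 -1.25 ± 0.18, adjusted p = 1.99e-06), lower. At 14 months in epididymal cells (4 of 39 higher and 2 lower, 6 and 2 adjusted over the list alone, median log2 0.11, adjusted p = 0.265) and in bone marrow cells at 6 (1 of 39 higher and 0 lower, 3 and 1 adjusted over the list alone, median log2 -0.03, adjusted p = 0.485) and 14 months (2 of 39 higher and 1 lower, 4 and 1 adjusted over the list alone, median log2 0.00, adjusted p = 0.767), fewer members pass. The change of the HFD effect from 6 to 14 months in epididymal cells is positive for differentiation genes (13 of 38 higher and 3 lower, 14 and 3 adjusted over the list alone, median log2 0.41, adjusted p = 0.0093, adjusted p = 0.243 with an estimated correlation) and is log2 1.23 ± 0.25, adjusted p = 0.000297 for Insr, and for bone marrow cells the differentiation list is not called (1 of 38 higher and 2 lower, 1 and 3 adjusted over the list alone, median log2 -0.14, adjusted p = 0.261), with n = 3 arrays in each group.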

Clustering of significantly altered genes involved with adipocyte-specific pathways in response to the HFD at each age is shown in Figure **3** **.** Figure **3A** indicates that adipocyte differentiation and insulin receptor signaling genes respond to the HFD in both fat depots at 6 months of age, whereas the responses are diminished in 14-month-old. 

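Respiratory chain genes moved in opposite directions on the HFD at the 2 ages in epididymal cells and hardly at all in bone marrow cells. At 6 months in epididymal cells 31 of 72 fell and 14 rose (15 and 31 when adjusted over the list alone, median log2 -0.20, adjusted p = 0.0393, adjusted p = 0.549 with an estimated correlation), with Ndufa4 (log2 -2.35 ± 0.32, adjusted p = 9.46e-07, with the set term -0.74, adjusted p = 0.00144) and Atp5g1, a subunit of ATP synthase (log2 2.47 ± 0.44, adjusted p = 4.63e-05, with the set term 0.15, adjusted p = 0.544), at the ends. At 14 months 17 rose and none fell, and the call of the list ends with an estimated correlation. Of the bone marrow values 1 rose and 5 fell at 6 months (5 and 12 when adjusted over the list alone, median log2 -0.01, adjusted p = 0.874, adjusted p = 0.935 with an estimated correlation), and at 14 months none passed one by one (median log2 0.12, adjusted p = 0.0183, adjusted p = 0.558 with an estimated correlation). Cox17, a copper chaperone for cytochrome oxidase, fell in bone marrow cells at 6 months (log2 -1.40 ± 0.36, adjusted p = 0.0246, with the set term -0.22, adjusted p = 0.797). Tricarboxylic acid cycle genes in epididymal cells follow the respiratory chain at 14 months (7 of 22 higher and 0 lower, 10 and 0 adjusted over the list alone, median log2 0.34, adjusted p = 3.39e-07, adjusted p = 0.0889 with an estimated correlation). The change between ages in epididymal cells is positive for the respiratory chain (38 of 72 higher and 1 lower, 41 and 2 adjusted over the list alone, median log2 0.60, adjusted p = 5.17e-07, adjusted p = 0.121 with an estimated correlation), with n = 3 arrays in each of 4 groups. Genes of mitochondrial membrane potential were not listed apart; the respiratory chain is the nearest list fixed before the values were seen. The epididymal list at 6 months is not called without chow 01 or HFD 02 or on its own 6 arrays, the bone marrow list at 14 months is not called by fry, and Cox17 loses its call without moderation.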

Mitochondria function is affected in bone marrow adipocytes at 6-months by the HFD, whereas it was generally altered in epididymal adipocytes at 14-months (Figure **3B**). 

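Lipolysis genes fell on the HFD in epididymal cells at 6 months and did not pass as a group in bone marrow cells. The epididymal count is 12 lower and 3 higher of 23 (3 and 14 when adjusted over the list alone, median log2 -0.69, adjusted p = 0.00945, adjusted p = 0.266 with an estimated correlation). Ptger3, a prostaglandin receptor that inhibits lipolysis (log2 -1.88 ± 0.23, adjusted p = 2.5e-07), G0s2, an inhibitor of the triglyceride lipase ATGL (log2 -1.73 ± 0.26, adjusted p = 4.64e-06, with the set term -0.75, adjusted p = 0.0498), and Gnai1, an inhibitory G protein (log2 -1.62 ± 0.21, adjusted p = 5.67e-07), all restrain lipolysis, and they fell, while Adcy3, an adenylate cyclase, rose (log2 1.65 ± 0.22, adjusted p = 6.17e-07). In bone marrow cells 1 rose and 3 fell (1 and 5 when adjusted over the list alone, median log2 -0.08, adjusted p = 0.661, adjusted p = 0.935 with an estimated correlation), and Ptger3 is one that fell (log2 -1.02 ± 0.23, adjusted p = 0.0128, with the set term -1.03, adjusted p = 0.0608). The diet by depot interaction of the list is negative (3 of 23 higher and 6 lower, 4 and 12 adjusted over the list alone, median log2 -0.64, adjusted p = 0.0105, adjusted p = 0.229 with an estimated correlation), with n = 3 arrays in each of 4 groups. Ptger3 in bone marrow cells loses its call without chow 02 or 03 and on its own 6 arrays.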

The genes involved with lipolysis are less impacted in response to the HFD in bone marrow than in epididymal adipocytes at 6-month-old (Figure **3B**).

### Functional analysis of differential gene expression in leptin deficient mice

We further explored the impact of obesity on gene expression in epididymal and bone marrow adipose depots by comparing *ob/ob* mice to DIO and lean mice at 6 months of age. 

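These comparisons use the 6 arrays of 6-month ob/ob mice fed chow, 3 from each depot, in the same fit as the chow and HFD arrays of 6-month mice. Lep carries the ob mutation, a point mutation that leaves a transcript, so its probe set does not show the genotype: it lies at 12.22 ± 0.47 against 12.88 ± 0.16 in epididymal cells (log2 -0.66 ± 0.39, adjusted p = 0.22) and at 5.64 ± 1.34 against 5.25 ± 0.63 in bone marrow cells (log2 0.39 ± 0.39, adjusted p = 0.854; ob/ob against chow, log2 mean ± SD, n = 3 arrays each). Ob/ob epididymal cells differ from chow cells in many of the genes that differ on the HFD, with Atp6v0d2 (log2 5.04 ± 0.46, adjusted p = 1.95e-09) and Mpeg1, the pore protein perforin-2 of macrophages (log2 4.22 ± 0.24, adjusted p = 2.81e-13), higher, and Cyp2e1, a cytochrome P450 (log2 -6.13 ± 0.57, adjusted p = 2.13e-09), lower, while Fosb, an immediate early factor, fell in ob/ob mice (log2 -5.89 ± 0.54, adjusted p = 1.97e-09) and does not pass on the HFD. Of 23410 probe sets 1316 were higher and 970 lower in ob/ob than in chow epididymal cells, 2286 in all. Against bone marrow chow cells 12 were higher and 23 lower, 35 in all, among them Car3, a carbonic anhydrase abundant in fat (log2 2.58 ± 0.38, adjusted p = 0.000929), Stfa3, a cysteine protease inhibitor of neutrophils (log2 1.77 ± 0.30, adjusted p = 0.00303), Ighg3, an immunoglobulin constant region (log2 -2.28 ± 0.32, adjusted p = 0.000695), and Gzmb (log2 -1.70 ± 0.28, adjusted p = 0.00252). Against the HFD, 954 were higher and 1411 lower in epididymal cells, 2365 in all, and 94 higher and 161 lower in bone marrow cells, 255 in all. Because ob/ob and HFD mice are each compared with the same 3 chow arrays, an error in those arrays enters both differences, and 3 arrays cannot be divided into groups of at least 2 to avoid it. Bone marrow chow array 01 and ob/ob array 03 belong to the set of 8: dividing the 6 bone marrow arrays in other ways gives up to 464 probe sets between ob/ob and chow and up to 369 between ob/ob and HFD. The set term leaves 57 called between ob/ob and chow bone marrow cells, 164 between ob/ob and HFD bone marrow cells and 1210 between ob/ob and HFD epididymal cells. When only the 6 arrays of the comparison are fitted, 0 and 2 are called in bone marrow cells, and leaving out a single array gives 12 to 138 and 100 to 923. The share that is higher among the epididymal calls is 57.6% against chow and 40.3% against the HFD, and 47.6% and 28.5% after centring each array on its median.

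**Figure D5:**
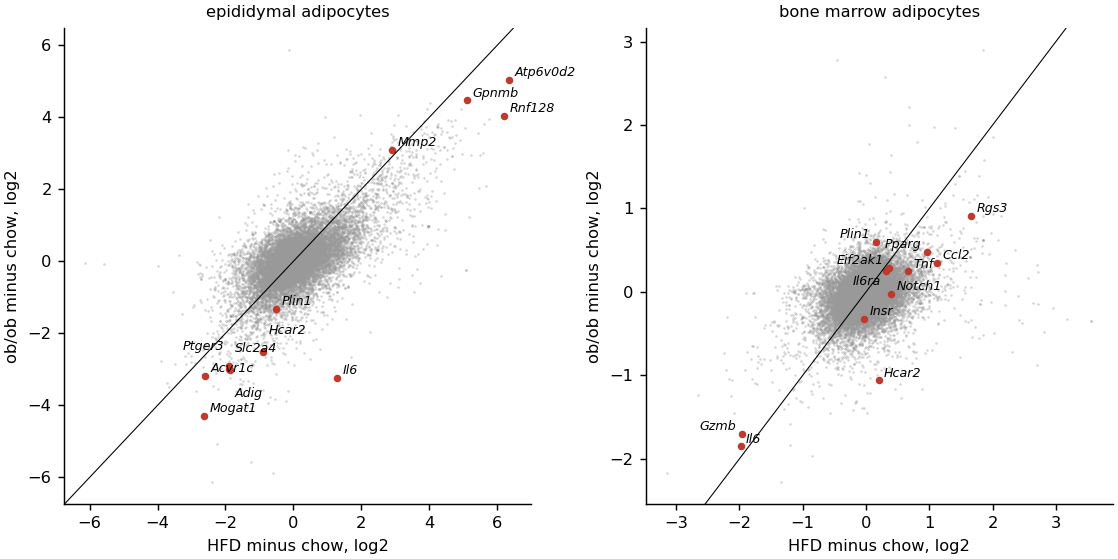
Log2 difference from 6-month chow of 1 probe set per gene in ob/ob mice (vertical) and HFD mice (horizontal), epididymal cells left and bone marrow cells right. Genes the text names are labeled. The line marks equal differences.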

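Adipocyte differentiation genes were lower in epididymal cells of ob/ob mice, whether set against chow or against the HFD, and did not differ in bone marrow cells. Against chow 26 of 38 fell and 1 rose (1 and 26 when adjusted over the list alone, median log2 -0.93, adjusted p = 2.24e-09, adjusted p = 0.0157 with an estimated correlation), including Slc2a4 (log2 -3.02 ± 0.23, adjusted p = 5.75e-11), Adig (log2 -2.90 ± 0.25, adjusted p = 6.01e-10) and Retn, the hormone resistin (log2 -2.33 ± 0.29, adjusted p = 3.78e-07). Against the HFD the list has 2 of 38 higher and 17 lower, 3 and 19 adjusted over the list alone, median log2 -0.51, adjusted p = 0.000381, adjusted p = 0.136 with an estimated correlation, with the set term 1 and 11, with Rxrg, a retinoid receptor (log2 -2.59 ± 0.21, adjusted p = 9.78e-10), and Adipoq, adiponectin (log2 -1.37 ± 0.39, adjusted p = 0.00799, with the set term 0.26, adjusted p = 0.758). The bone marrow counts of this list are 1 of 38 higher and 1 lower, 3 and 2 adjusted over the list alone, median log2 0.09, adjusted p = 0.171 against chow and 0 of 38 higher and 0 lower, 0 and 0 adjusted over the list alone, median log2 0.00, adjusted p = 0.806 against the HFD. Mature adipocyte markers were higher in ob/ob bone marrow cells against chow (3 of 24 higher and 0 lower, 9 and 0 adjusted over the list alone, median log2 0.47, adjusted p = 1.28e-12, adjusted p = 0.181 with an estimated correlation), with n = 3 arrays a group. That last list is not called by fry.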

In general, genes involved with adipocyte differentiation are suppressed to a greater extent in *ob/ob* mice than in DIO mice in both epididymal and bone marrow adipose depots (Figure **4A**). In bone marrow adipocytes, there are a few genes that are decreased in *ob/ob* but increased in DIO. These include ADRB2, EIF2AE1, NOTCH1, INSR, PPARγ and TNFα (Figure **4A**). 

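None of the measured genes of this group passed in bone marrow cells against chow without the set term, in either obese model. In ob/ob mice Notch1, a receptor of cell fate decisions (log2 -0.02 ± 0.14, adjusted p = 0.987), Insr (log2 -0.32 ± 0.17, adjusted p = 0.626), Pparg, the nuclear receptor that directs adipogenesis (log2 0.48 ± 0.29, adjusted p = 0.683), and Eif2ak1, the heme-regulated kinase of translation (log2 0.29 ± 0.23, adjusted p = 0.786), differ little from chow, and Tnf has log2 0.25 ± 0.19, adjusted p = 0.776. On the HFD Notch1 has log2 0.39 ± 0.14, adjusted p = 0.111, Insr log2 -0.03 ± 0.17, adjusted p = 0.953 and Eif2ak1 log2 0.37 ± 0.23, adjusted p = 0.412. Tnf is the exception by p-value, with a change on the HFD under 2-fold (log2 0.66, adjusted p = 0.0422). Between ob/ob and HFD cells Pparg has log2 -0.48 ± 0.29, adjusted p = 0.405 and Tnf log2 -0.41 ± 0.19, adjusted p = 0.232 (n = 3 arrays a group). That of Tnf ends without any array but chow 02, without moderation and after quantile normalization.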

As shown in Figure **4B**, genes involved in lipolysis are decreased in *ob/ob* and DIO mice; however, the response is smaller in bone marrow compared to epididymal adipocytes in both obese models. 

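Lipolysis genes were lower in epididymal cells of both obese models. In ob/ob mice 16 of 23 fell and 5 rose (5 and 16 when adjusted over the list alone, median log2 -0.99, adjusted p = 2.49e-05, adjusted p = 0.0658 with an estimated correlation), against 12 and 3 on the HFD, where the call also ends with an estimated correlation (adjusted p = 0.266). Ptger3 (log2 -3.00 ± 0.23, adjusted p = 9.83e-11), Hcar1, the lactate receptor that inhibits lipolysis (log2 -2.88 ± 0.16, adjusted p = 1.6e-13), and Pde3b, the phosphodiesterase through which insulin restrains it (log2 -2.40 ± 0.25, adjusted p = 1.5e-08), are among the largest falls in ob/ob mice. In bone marrow cells of ob/ob mice 1 rose and 0 fell (4 and 1 when adjusted over the list alone, median log2 -0.04, adjusted p = 0.544, adjusted p = 0.939 with an estimated correlation). Set against the HFD, the list has 3 of 23 higher and 11 lower, 3 and 13 adjusted over the list alone, median log2 -0.58, adjusted p = 0.0193, adjusted p = 0.312 with an estimated correlation, with the set term 2 and 6 in epididymal cells and 3 of 23 higher and 1 lower, 5 and 2 adjusted over the list alone, median log2 0.24, adjusted p = 0.147 in bone marrow cells (n = 3 arrays a group). Against the HFD the epididymal list is not called after quantile normalization or without ob/ob array 01.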

Genes associated with lipid droplets and lipolysis, such as PLIN2 and GPR109A, are decreased in bone marrow adipocytes in *ob/ob* but increased in DIO, whereas PLIN1 is increased in *ob/ob* but decreased in DIO. In contrast, PLIN1, PLIN2 and GPR109A are all altered in the same direction in epididymal adipocytes (Figure **4B**). 

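Plin2, a coat protein of small lipid droplets, has log2 -0.29 ± 0.14, adjusted p = 0.57 in ob/ob and log2 0.18 ± 0.14, adjusted p = 0.537 in HFD bone marrow cells against chow. Hcar2, the niacin receptor GPR109A that inhibits lipolysis, has log2 -1.06 ± 0.29, adjusted p = 0.152, with the set term -1.06, adjusted p = 0.0354 in ob/ob and log2 0.20 ± 0.29, adjusted p = 0.788 in HFD cells, and the difference between the 2 models is log2 -1.26 ± 0.29, adjusted p = 0.0139, with the set term -0.65, adjusted p = 0.31. Plin1 has log2 0.60 ± 0.27, adjusted p = 0.511 in ob/ob and log2 0.16 ± 0.27, adjusted p = 0.819 in HFD cells, with log2 0.44 ± 0.27, adjusted p = 0.408 between them. Of these 3 genes only Hcar2 passed in any of the 3 comparisons without the set term, and Plin2 differs by log2 -0.47 ± 0.14, adjusted p = 0.052 between the models (n = 3 arrays a group). Hcar2 loses its call between the models without HFD 02, ob/ob 01 or ob/ob 02.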

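In epididymal cells Plin2 rose in ob/ob mice below 2-fold (log2 0.91, adjusted p = 1.26e-05) and on the HFD (log2 1.23 ± 0.14, adjusted p = 7.87e-08). Plin1 fell in ob/ob mice (log2 -1.31 ± 0.27, adjusted p = 0.000363) and has log2 -0.51 ± 0.27, adjusted p = 0.135 on the HFD. Hcar2 fell in ob/ob mice (log2 -2.51 ± 0.29, adjusted p = 1.4e-07) and below 2-fold on the HFD (log2 -0.89, adjusted p = 0.0168). Ob/ob cells were lower than HFD cells in Hcar2 (log2 -1.62 ± 0.29, adjusted p = 0.000115, with the set term -0.71, adjusted p = 0.232, n = 3 arrays a group). On the HFD Hcar2 does not pass without HFD array 02.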

Inflammatory response genes are similarly increased in both *ob/ob* and DIO mice in epididymal adipocytes, but DIO is associated with greater increases in inflammatory response genes in bone marrow adipocytes than *ob/ob* (Figure **4C**). These genes include IL6R, CCL2, and TNFα. However, some genes are increased in *ob/ob* compared to lean and DIO. These genes include PKCzeta, RGS3, CXCL2, RETNLA and MMP2. 

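Inflammatory genes differed by model in epididymal cells: on the HFD 30 rose, and in ob/ob mice 15 of 45 rose and 12 fell (15 and 13 when adjusted over the list alone, median log2 0.11, adjusted p = 0.238, adjusted p = 0.722 with an estimated correlation). Set against each other, 29 were lower and 7 higher in ob/ob than in HFD cells (7 and 30 when adjusted over the list alone, median log2 -1.24, adjusted p = 6.92e-12, adjusted p = 0.0795 with an estimated correlation). General macrophage markers were higher in ob/ob than in chow cells (18 of 20 higher and 0 lower, 18 and 0 adjusted over the list alone, median log2 3.01, adjusted p = 7.29e-26). Set beside these, the bone marrow inflammatory list has 5 of 45 higher and 3 lower, 9 and 4 adjusted over the list alone, median log2 0.12, adjusted p = 0.197, with the set term 1 and 3 on the HFD, 0 of 45 higher and 3 lower, 0 and 8 adjusted over the list alone, median log2 -0.09, adjusted p = 0.00329, adjusted p = 0.669 with an estimated correlation in ob/ob mice, and 0 of 45 higher and 4 lower, 0 and 7 adjusted over the list alone, median log2 -0.32, adjusted p = 2.49e-05, adjusted p = 0.498 with an estimated correlation, with the set term 0 and 1 between ob/ob and HFD. Interferon-stimulated genes were lower in ob/ob than in HFD bone marrow cells (0 of 17 higher and 10 lower, 0 and 10 adjusted over the list alone, median log2 -0.80, adjusted p = 2.19e-12, with the set term 0 and 2), with Usp18, which restrains interferon signaling (log2 -1.66 ± 0.24, adjusted p = 0.000421, with the set term -1.07), and Oasl2 (log2 -1.51 ± 0.25, adjusted p = 0.00121, with the set term -0.92, adjusted p = 0.0319). Il6ra, the interleukin 6 receptor, has log2 0.32 ± 0.17, adjusted p = 0.331 on the HFD and log2 0.25 ± 0.17, adjusted p = 0.732 in ob/ob mice, and Ccl2 has log2 0.35 ± 0.36, adjusted p = 0.858 in ob/ob mice (bone marrow cells, n = 3 arrays a group). Between the models Il6ra has log2 -0.06 ± 0.17, adjusted p = 0.907 and Ccl2 log2 -0.77 ± 0.36, adjusted p = 0.238. For bone marrow cells fry does not call the inflammatory list against chow or HFD, and Usp18 and Oasl2 do not pass on the 6 arrays of the comparison alone.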

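Mmp2, which degrades collagen IV, was higher in ob/ob than in chow epididymal cells (log2 3.09 ± 0.29, adjusted p = 3.13e-09), and Retnla was lower (log2 -4.05 ± 0.27, adjusted p = 5.79e-12). Cxcl2 was lower in ob/ob than in chow (log2 -2.65 ± 0.46, adjusted p = 5.86e-05) and HFD epididymal cells (log2 -4.36 ± 0.46, adjusted p = 7.83e-08). Rgs3 has log2 -0.06 ± 0.30, adjusted p = 0.9 in ob/ob epididymal cells, and Prkcz, the atypical protein kinase C zeta, log2 -0.08 ± 0.28, adjusted p = 0.867. In bone marrow cells of ob/ob mice against chow, Mmp2 has log2 1.17 ± 0.29, adjusted p = 0.0904, with the set term 1.17, adjusted p = 0.00511, Retnla log2 0.21 ± 0.27, adjusted p = 0.894, Cxcl2 log2 -0.09 ± 0.46, adjusted p = 0.983, Rgs3 log2 0.91 ± 0.30, adjusted p = 0.268 and Prkcz log2 0.48 ± 0.28, adjusted p = 0.662, with n = 3 arrays a group. Against the HFD, Mmp2 has log2 0.19 ± 0.29, adjusted p = 0.681, with the set term 1.29, adjusted p = 0.00585 and Retnla log2 -2.69 ± 0.27, adjusted p = 2.8e-08 in epididymal cells.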

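Il6 fell in ob/ob mice against chow in epididymal (log2 -3.23 ± 0.36, adjusted p = 6.14e-08) and bone marrow cells (log2 -1.85 ± 0.36, adjusted p = 0.015). On the HFD it rose in epididymal cells (log2 1.29 ± 0.36, adjusted p = 0.00529, with the set term 0.76, adjusted p = 0.326), and it lies at 9.55 ± 0.51 against 8.26 ± 0.076 there and at 5.03 ± 0.97 in ob/ob mice (log2 mean ± SD, n = 3 arrays each). Its receptor Il6ra has log2 0.11 ± 0.17, adjusted p = 0.665 in ob/ob and log2 0.12 ± 0.17, adjusted p = 0.607 in HFD epididymal cells. The bone marrow call ends without chow 01, chow 03 or ob/ob 02 and without moderation, and the epididymal rise on the HFD without HFD 01.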

Interestingly, IL6 and IL6R are decreased in *ob/ob* in both fat depots, whereas they are altered in an opposite direction in DIO. Tables **11** and **12** show the adipocyte genes displaying the greatest differences in expression in *ob/ob* compared with 6-months HFD mice for epididymal and bone marrow, respectively. IL10 and TNF are the most reduced genes, whereas CCR2 and CXCL13 are increased the most in epididymal adipocytes in *ob/ob*. 

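Il10 (log2 -4.76 ± 0.26, adjusted p = 2.88e-13) and Tnf (log2 -3.85 ± 0.19, adjusted p = 7.34e-14) were lower in ob/ob than in HFD epididymal cells, and Ccr2, the receptor of Ccl2 on monocytes (log2 2.91 ± 0.29, adjusted p = 2.45e-08), and Cxcl13, a B cell chemokine (log2 3.07 ± 0.53, adjusted p = 5.67e-05), were higher, with n = 3 arrays a group. Il6 (log2 -4.51 ± 0.36, adjusted p = 6.61e-10), Ptgs2 (log2 -4.22 ± 0.39, adjusted p = 8.59e-09) and Fosb (log2 -5.31 ± 0.54, adjusted p = 3.98e-08) were lower as well. Immediate early genes fell as a group (0 of 34 higher and 31 lower, 0 and 31 adjusted over the list alone, median log2 -2.15, adjusted p = 1.3e-27), and collagen and fibroblast genes were higher (12 of 24 higher and 1 lower, 13 and 1 adjusted over the list alone, median log2 0.66, adjusted p = 2.08e-06, adjusted p = 0.0795 with an estimated correlation), with Col3a1 (log2 2.93 ± 0.17, adjusted p = 8.99e-13) and Pdgfra, a receptor of stromal progenitors (log2 2.46 ± 0.31, adjusted p = 9.89e-07). Tnf lies at 7.28 ± 0.08 against 11.13 ± 0.24 and Ccr2 at 8.62 ± 0.38 against 5.71 ± 0.092 (ob/ob against HFD, log2 mean ± SD). All 3 of these HFD arrays belong to the set of 8, and none of the ob/ob arrays of this depot does.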

The response differed in bone marrow adipocytes where CIDEC and PLIN1 were higher and CXCR1 and SNORD37 were reduced the most in *ob/ob* mice.

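Cidec, which enlarges lipid droplets, was higher in ob/ob than in HFD bone marrow cells without the set term (log2 1.05 ± 0.30, adjusted p = 0.039, with the set term 0.77, adjusted p = 0.312), as was Car3 (log2 2.28 ± 0.38, adjusted p = 0.00124). Snord37, a small nucleolar RNA, was lower (log2 -1.02 ± 0.29, adjusted p = 0.0366, with the set term -1.16, adjusted p = 0.0732), and Cxcr1, a chemokine receptor of neutrophils, did not pass (log2 -0.62 ± 0.27, adjusted p = 0.207). Small nucleolar RNAs were lower as a group (0 of 54 higher and 31 lower, 1 and 38 adjusted over the list alone, median log2 -1.10, adjusted p = 2.33e-30, with the set term 0 and 17), with Snord49b (log2 -3.57 ± 0.49, adjusted p = 0.000203, with the set term -2.24) and Snord118 (log2 -3.92 ± 0.87, adjusted p = 0.0107, with the set term -1.09, adjusted p = 0.287). All 3 HFD arrays and 1 of the 3 ob/ob arrays belong to the set of 8. Mmp13, a collagenase of bone (log2 1.99 ± 0.38, adjusted p = 0.00432), and Pf4 (log2 1.53 ± 0.32, adjusted p = 0.00753) were higher, with n = 3 arrays a group. The count of 255 is 164 with the set term, 49 of them called in both fits, 446 among arrays of the set alone, where ob/ob is 1 array and the spread comes from the other groups, and 934 without the 2 arrays of the set in the chow and ob/ob groups. On the 6 arrays of the comparison alone Cidec, Car3, Snord37, Snord118, Mmp13 and Pf4 do not pass, and Cidec and Snord37 do not pass without any of the HFD arrays.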

**Figure 4:**
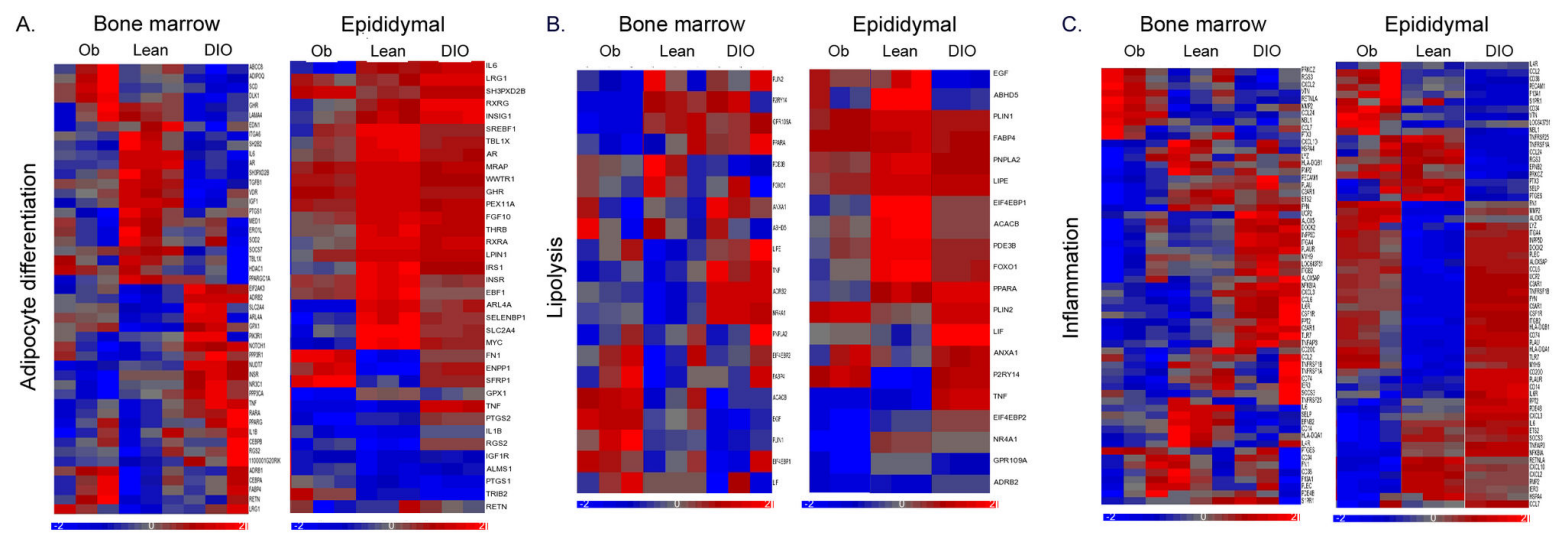
Heat maps of adipocyte-specific gene expression in bone marrow and epididymal adipocytes in 6-month-old diet-induced obese and *ob/ob* mice. (a) Clustering of genes involved in adipocyte differentiation in 6-month old diet-induced obese (DIO) and *ob/ob* compared with standard chow fed lean mice in bone marrow (left) and epididymal (right) adipocytes. (b) Clustering of genes involved in lipolysis in 6-month old DIO and *ob/ob* mice compared with standard chow fed lean mice in bone marrow and epididymal adipocytes. (c) Clustering of genes involved in inflammation in 6-month old DIO and *ob/ob* mice compared with standard chow fed lean mice in bone marrow and epididymal adipocytes.

**Table 11:** Epididymal adipocyte genes displaying greatest differences in leptin deficient mice compared with age matched high fat diet (HFD) fed mice.

**Symbol**	**Entrez Gene Name**	**Fold change**	***P* value**
CXCL13	chemokine (C-X-C motif) ligand 13	10.1	3.50E-05
CCR2	chemokine (C-C motif) receptor 2	9.6	8.11E-07
IL33	interleukin 33	7.2	6.84E-05
RTENLG	resistin like gamma	7.2	0.028536
COL3A1	collagen, type III, alpha 1	6.5	1.08E-08
TERC	telomerase RNA component	5.8	1.60E-07
SFRP2	secreted frizzled-related protein 2	3.8	2.57E-05
IGFBP6	insulin-like growth factor binding protein 6	3.7	1.24E-05
CCL12	chemokine (C-C motif) ligand 12	3.6	7.38E-05
CDKN1b	cyclin-dependent kinase inhibitor 1B	3.5	3.15E-05
CCL4	chemokine (C-C motif) ligand 4	-10.2	4.61E-06
FABP7	fatty acid binding protein 7	-10.3	1.19E-08
KLF4	Krüppel-like factor 4 (gut)	-10.7	1.90E-05
TNFAIP3	tumor necrosis factor, alpha-induced protein 3	-11.5	3.32E-09
NR4A1	nuclear receptor subfamily 4, group A, member 1	-11.7	7.73E-09
IL6	interleukin 6	-12.1	5.05E-06
CCRL2	chemokine (C-C motif) receptor-like 2	-14.0	2.44E-09
TNFSF9	tumor necrosis factor superfamily, member 9	-14.2	5.27E-09
TNF	tumor necrosis factor	-15.0	8.37E-09
IL10	interleukin 10	-18.5	1.24E-08

The list includes the adipocyte genes that differ in epididymal adipocytes between 6-month-old *ob/ob* mice on a normal chow diet and 6-month-old control mice on a high fat diet. The set of regulated genes was selected on the basis of their expression in adipose cells according to the IPA knowledge-base. For each gene, the fold change value in gene expression was calculated between mean values in *ob/ob* epididymal adipocytes at 6 months compared with 6-month-old controls on a high fat diet.

**Table 12:** Bone marrow adipocyte genes displaying greatest differences in leptin deficient mice compared with age matched high fat diet (HFD) fed mice.

**Symbol**	**Entrez Gene Name**	**Fold change**	***P* value**
CIDEC	cell death-inducing DFFA-like effector c	3.0	0.00166
PLIN1	perilipin 1	3.0	0.00074
PCK1	phosphoenolpyruvate carboxykinase 1 (soluble	2.7	0.00030
CDO1	cysteine dioxygenase, type I	2.7	0.0007
CFD	complement factor D (adipsin)	2.6	0.00186
SCD	stearoyl-CoA desaturase (delta-9-desaturase)	2.5	0.0006
APOC1	apolipoprotein C-I	2.2	0.00135
RETN	resistin	1.6	0.08256
CCR1	chemokine (C-C motif) receptor 1	-2.1	0.0007
GPR77	G protein-coupled receptor 77	-2.1	0.0003
KLF2	Krüppel-like factor 2 (lung)	-2.6	0.0103
CCL2	chemokine (C-C motif) ligand 2	-2.7	0.0017
PLK2	polo-like kinase 2	-2.8	0.0005
KLF6	Krüppel-like factor 6	-2.8	0.0004
TNFSF14	tumor necrosis factor superfamily, member 14	-2.9	0.00025
TLR8	toll-like receptor 8	-2.9	0.00049
CXCR1	chemokine (C-X-C motif) receptor 1	-3.0	0.000487
SNORD37	small nucleolar RNA, C/D box 37	-5.0	2.35E-05

The list includes the adipocyte genes that differ in bone marrow adipocytes between 6-month-old *ob/ob* mice on a normal chow diet and 6-month-old control mice on a high fat diet. The set of regulated genes was selected on the basis of their expression in adipose cells according to the IPA knowledge-base. For each gene, the fold change value in gene expression was calculated between mean values in *ob/ob* bone marrow adipocytes at 6 months compared with 6-month-old controls on a high fat diet.

## Discussion

Obesity is the most common metabolic abnormality found among adults in the industrialized world and is characterized by insulin resistance, though it is recognized that not all obese patients are insulin resistant. A variety of mechanisms have been proposed to explain the basis for insulin resistance as it relates to alterations in adipocyte functions, such as excessive fatty acid release (lipotoxicity), endoplasmic reticulum stress, disruption of mitochondrial function, or changes in secretion of adipocytokines. Adipocytes secrete an extensive list of factors [17–20] that can affect a number of systemic processes such as food intake, fatty acid oxidation, insulin sensitivity, and bone metabolism. It is widely accepted that obesity is characterized by evidence of a chronic, low-grade inflammatory process [21,22], as manifested by elevated circulating levels of acute phase proteins and cytokines, such as tumor necrosis factor α (TNFα), interleukin 1 (IL-1), and IL-6. In addition, examination of adipose tissue in these settings reveals increased expression of cytokines such as TNFα, IL-1 and IL-6, as well as and others. Moreover, it is apparent that there is heterogeneity in adipose depots and in the contribution and responses of various adipose depots to obesity and obesity-related metabolic alterations [23,24]. This study represents the first attempt to compare the response of primary bone marrow and epididymal adipocytes to a high fat diet at different ages by gene expression profiling.

Our results show that feeding a high fat diet to mice from age 3 months or from age 11 months for a total of 12 weeks causes a relatively similar degree of weight gain and metabolic deterioration, though there were some differences. Notably, there was a greater amount of weight gained in older mice on a high fat diet than younger mice, even though there was substantial weight gained with age on a normal chow diet. Though the high fat diet caused hyperinsulinemia and worsened hyperglycemia in both young and old mice, there was a greater deterioration in young mice owing to the development of hyperinsulinemia and hyperglycemia on a normal chow diet with aging. These alterations due to the high fat diet and the impact of age were also reflected in adipocytokine levels. For instance, circulating leptin levels increased in the young mice (6-month old) in parallel to the weight gain associated with the high fat diet, but leptin did not change with the high fat diet in older mice (14-month old) owing to the marked rise in leptin observed with age and increased weight in chow fed animals. Interestingly, bone related cytokines, RANKL (decreased) and osteoprotegerin (increased), were altered by high fat diet in both young and old mice. In contrast, osteocalcin was not affected by diet at either age, but declined with age. Although some investigators have reported that RANKL increases and osteocalcin decreases in response to a high fat diet [25,26], these inconsistencies are likely related to differences in diets (for instance, inclusion of cholate or cholesterol), ages and animal models utilized in these studies, since others have reported no effects of a high fat diet on osteocalcin [27]. Bone marrow adiposity was also influenced by diet and by age. Thus, the high fat diet resulted in increased numbers of adipocytes within the bone marrow in young mice (6-month old), as has been observed by other investigators [27–29], but did not change with the high fat diet in older mice (14-month old) owing to the marked increase in adiposity observed with age in chow fed animals. Thus, bone marrow adiposity is responsive to diet, but this response appears to be abrogated with age.

Our gene expression data indicate that nearly 10% (2789) of the genes expressed in epididymal adipocytes isolated from 6-month-old mice are statistically altered (≥2 fold) by feeding a high fat diet for 12 weeks. In comparison, only 347 genes expressed in bone marrow adipocytes isolated from the same 6-month-old mice are statistically altered (≥2 fold) by feeding a high fat diet for 12 weeks. At 14 months of age only 952 genes expressed in isolated epididymal adipocytes are statistically altered (≥2 fold) by feeding a high fat diet for 12 weeks, whereas only 189 genes expressed in isolated bone marrow adipocytes are altered by the high fat diet. Thus, adipocytes from both epididymal and bone marrow depots are responsive to diet, but the response is greater in epididymal than in bone marrow adipocytes. Moreover, this response is abrogated in both depots with age. 

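Macrophage genes carry the largest loss of response with age in epididymal cells: the change of the HFD effect from 6 to 14 months is negative for general macrophage markers (0 of 20 higher and 19 lower, 0 and 19 adjusted over the list alone, median log2 -3.41, adjusted p = 3.92e-21), with Adgre1 (log2 -3.76 ± 0.39, adjusted p = 3.33e-08) and Cd68, a lysosomal glycoprotein (log2 -3.42 ± 0.35, adjusted p = 1.98e-08). The change is also negative for tissue-resident macrophage genes (0 of 18 higher and 17 lower, 0 and 17 adjusted over the list alone, median log2 -3.04, adjusted p = 4.1e-17), which go from a mixed response at 6 months to a fall at 14 months, and for mesothelial genes (0 of 13 higher and 11 lower, 0 and 11 adjusted over the list alone, median log2 -1.34, adjusted p = 1.84e-07). Not all genes respond less: Fabp9 (log2 5.47 ± 0.25, adjusted p = 3.1e-14) and Hcar2 (log2 2.72 ± 0.42, adjusted p = 1.15e-05) fell on the HFD at 6 months and rose by more than that at 14 months, while the change is positive for Mogat1 (log2 2.20 ± 0.33, adjusted p = 8.55e-06) because its fall at 6 months does not pass at 14 months. Bone marrow Il6 likewise fell at 6 months only (log2 1.94 ± 0.51, adjusted p = 0.0256), and the change is negative there for Jun (log2 -2.60 ± 0.23, adjusted p = 2.08e-07) and Dhrs9 (log2 -2.49 ± 0.39, adjusted p = 0.000607). The change itself was tested, and 3962 probe sets have a diet by age interaction in epididymal cells (1555 positive, 2407 negative) and 661 in bone marrow cells (254 positive, 407 negative), with n = 3 arrays in each of 4 groups. In other divisions of the arrays the highest counts are 3551 and 318, each from 100 of 200 divisions. A division may keep the real diet labels at either age, so these counts do not measure chance. The epididymal count is 3036 with the set term, 2333 of them called in both fits, and its positive share is 39.2%, or 50.5% after centring each array on its median. The interaction of Il6 ends without moderation and without any of 4 single arrays.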

The apparent decreased gene responsiveness of bone marrow, as compared with epididymal, adipocytes to a high fat diet is probably due to intrinsic differences in the gene expression patterns between these two adipose depots under basal conditions. In this regard, we have previously profiled the gene expression patterns in bone marrow and epididymal adipocytes [11]. Though sharing many features, 13% of genes are differentially expressed between bone marrow and epididymal adipocytes, with bone marrow adipocytes being characterized by low expression levels of genes involved in adipogenesis and high levels of genes associated with inflammation. In so far as a high fat diet is associated with an increased expression of inflammatory genes and with a decreased expression of lipogenic genes (at least in epididymal adipose tissue), it is likely that these changes are not observed in bone marrow adipocytes since this pattern of gene expression already is found in bone marrow adipocytes under normal chow conditions [11]. Likewise, the apparent decreased gene responsiveness of both bone marrow and epididymal adipocytes to a high fat diet with age is likely due to the fact that age is associated with increased expression of genes associated with inflammation and mitochondrial dysfunction in adipose cells [11], a pattern that is very similar to that induced by high fat feeding.

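The paper proposes that age lowers the response to the HFD because age alone moves the same genes. In epididymal cells on chow, macrophage genes rose from 6 to 14 months, as they did from chow to HFD at 6 months (18 of 20 higher and 1 lower, 18 and 1 adjusted over the list alone, median log2 1.90, adjusted p = 9.79e-24), with C1qc (log2 2.67 ± 0.26, adjusted p = 1.72e-08) and Lyz2, the macrophage lysozyme (log2 2.35 ± 0.26, adjusted p = 1.14e-07). The call of the list from chow to HFD ends with an estimated correlation. At 18 months on chow general macrophage markers are lower than at 6 months (0 of 20 higher and 16 lower, median log2 -1.16, adjusted p = 1e-13). Inflammatory genes went the other way (12 of 45 higher and 20 lower, 13 and 22 adjusted over the list alone, median log2 -0.57, adjusted p = 1.04e-05, adjusted p = 0.235 with an estimated correlation), with Cxcl10, an interferon-induced chemokine (log2 -4.74 ± 0.20, adjusted p = 8.2e-16), and Cxcl1 (log2 -4.53 ± 0.25, adjusted p = 4.01e-13) among the falls, and so did immediate early genes (0 of 34 higher and 27 lower, 0 and 27 adjusted over the list alone, median log2 -2.08, adjusted p = 4.47e-36), such as Maff (log2 -3.57 ± 0.23, adjusted p = 1.28e-11) and Ier2 (log2 -3.50 ± 0.37, adjusted p = 7.99e-08). Respiratory chain genes were lower with age (0 of 72 higher and 10 lower, 0 and 10 adjusted over the list alone, median log2 -0.26, adjusted p = 5.22e-05, adjusted p = 0.249 with an estimated correlation, with the set term 0 and 23). Across genes, which are not independent replicates, the effect of the HFD at 6 months and of age on chow correlate at r = 0.419 in epididymal and 0.00424 in bone marrow cells. Both effects subtract the same 3 chow arrays, which by itself gives r = 0.501 and 0.5 in simulated data without any effect, so the covariance is the fairer measure: 0.162 against 0.0193 simulated in epididymal cells, and 0.000472 against 0.0192 in bone marrow cells. Part of these values may come from the shared arrays, and 3 arrays are too few to divide. The change on chow from 14 to 18 months shares no array with the HFD effect at 6 months and correlates with it at r = -0.325 and -0.267, but it is another span of age, in which the 14-month arrays enter with the opposite sign. With the set term the bone marrow correlation is 0.153, and without a single array it runs from -0.0295 to 0.293.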

As compared with our previous report (11), the total number of genes whose expression was altered with age was attenuated in the setting of high fat feeding. For instance, there were 849 genes statistically increased (≥2 fold) in epididymal adipocytes at 14 months of age compared with 6 months old mice fed a normal chow diet (11), whereas there are only 122 genes (≥2 fold) altered with age at 14 months during high fat feeding. 

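On chow, epididymal cells gained transcript of resident macrophage genes and of collagen and fibroblast genes from 6 to 14 months. Tissue-resident macrophage genes (16 of 18 higher and 0 lower, 17 and 0 adjusted over the list alone, median log2 2.37, adjusted p = 1.24e-25), collagen and fibroblast genes (15 of 24 higher and 0 lower, 16 and 0 adjusted over the list alone, median log2 1.10, adjusted p = 3.01e-13) and MHC class II genes (6 of 6 higher and 0 lower, 6 and 0 adjusted over the list alone, median log2 1.74, adjusted p = 1.91e-11) rose. At 18 against 6 months on chow the same 3 lists are lower: 0 of 18 higher and 11 lower (median log2 -0.884, adjusted p = 6.5e-08, and 0.089 with an estimated correlation), 1 of 24 higher and 7 lower (-0.418, adjusted p = 0.0291, and 0.411), and 0 of 6 higher and 4 lower (-2.08, adjusted p = 1.45e-08). Jchain, the joining chain of secreted antibodies (log2 4.16 ± 0.43, adjusted p = 4.06e-08), Cxcl13 (log2 3.53 ± 0.53, adjusted p = 1.69e-05) and C7, a complement component (log2 2.99 ± 0.17, adjusted p = 6.05e-13), are among the largest rises, and Ptx3, a pentraxin of inflammation (log2 -6.03 ± 0.53, adjusted p = 2.94e-09), Fabp9 (log2 -5.71 ± 0.17, adjusted p = 1.5e-18) and Cxcl2 (log2 -5.32 ± 0.46, adjusted p = 2.44e-09) among the largest falls. Of 23410 probe sets 770 rose and 290 fell on chow, 1060 in all (n = 3 arrays a group). Of these 1060, 427 were also called with age on the HFD.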

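Fasn has log2 -0.40 ± 0.14, adjusted p = 0.0613 with age on chow, and on the HFD it rose below 2-fold (log2 0.59, adjusted p = 0.00178). Plin1 has log2 -0.36 ± 0.27, adjusted p = 0.448 on chow and log2 0.46 ± 0.27, adjusted p = 0.216 on the HFD. Lep has log2 -0.04 ± 0.39, adjusted p = 0.965 and log2 0.66 ± 0.39, adjusted p = 0.225, with the set term -0.50, adjusted p = 0.584, and Scd1, the desaturase that makes oleic acid, log2 -0.03 ± 0.18, adjusted p = 0.944 and log2 0.26 ± 0.18, adjusted p = 0.331 (chow and HFD, epididymal cells, n = 3 arrays a group). None of these 4 genes of fat storage reached 2-fold with age on either diet. Fatty acid and triglyceride synthesis genes were lower with age on chow (1 of 25 higher and 8 lower, 1 and 9 adjusted over the list alone, median log2 -0.40, adjusted p = 0.00571, adjusted p = 0.389 with an estimated correlation) and higher on the HFD (12 of 25 higher and 2 lower, 14 and 2 adjusted over the list alone, median log2 0.59, adjusted p = 0.002, adjusted p = 0.367 with an estimated correlation, with the set term 7 and 1).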

Interestingly, genes associated with lipid accumulation and storage (FASN, CFD, PLIN, Lep, SCD1) are increased greatly in response to aging while animals are on a chow diet (11), whereas they are not significantly altered in response to aging while on a HFD. 

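From 6 to 14 months on chow, bone marrow cells gained transcript of lymphocytes. B cell and plasma cell genes rose (7 of 15 higher and 0 lower, 12 and 0 adjusted over the list alone, median log2 1.05, adjusted p = 1.47e-13), with Ms4a1, the antigen CD20 (log2 1.77 ± 0.28, adjusted p = 0.000218), and Mzb1, a chaperone of antibody assembly (log2 1.47 ± 0.32, adjusted p = 0.00519), and so did T cell and NK cell genes (6 of 16 higher and 0 lower, 12 and 1 adjusted over the list alone, median log2 0.61, adjusted p = 4.57e-09), with Cd3g (log2 1.56 ± 0.32, adjusted p = 0.00363). At 18 against 6 months on chow, 0 of 15 B cell and plasma cell genes are higher and 0 lower (median log2 0.0365, adjusted p = 0.253), and 3 of 16 T cell and NK cell genes are higher and 0 lower (median log2 0.182, adjusted p = 0.0241, and 0.495 with an estimated correlation). Vsig4, a complement receptor of resident macrophages (log2 2.32 ± 0.50, adjusted p = 0.00506), and Cd5l, a secreted macrophage protein (log2 2.15 ± 0.30, adjusted p = 4.05e-05), rose too. Rgs5, a marker of pericytes (log2 -1.88 ± 0.26, adjusted p = 4.05e-05), and Emcn, endomucin of sinusoidal endothelium (log2 -1.68 ± 0.47, adjusted p = 0.0321, with the set term -0.98, adjusted p = 0.0347), fell. Of 23410 probe sets 228 rose and 48 fell with age on chow, 276 in all (n = 3 arrays a group). Without a single array the count runs from 194 to 452, and with the set term it is 263. Emcn loses its call without chow 6-month array 01, without moderation and on the 6 arrays of the comparison alone.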

In bone marrow, there were 312 genes increased (≥2 fold) at 14 months of age compared with 6 months old mice fed a normal chow diet (11), whereas there are only 17 genes significantly increased with age in the setting of high fat feeding. Similar to the response in epididymal depots, genes associated with immune function (IL7R, CD72) are the most regulated genes in response to age during high fat feeding. 

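Il7r rose 2.37-fold with age on the HFD in bone marrow cells (adjusted p = 0.0257, with the set term adjusted p = 0.211), and Cd72, a coreceptor of B cells, has log2 0.34 ± 0.41, adjusted p = 0.621. In epididymal cells on the HFD both fell with age, Il7r (log2 -2.21 ± 0.40, adjusted p = 8.04e-05) and Cd72 (log2 -2.59 ± 0.41, adjusted p = 1.58e-05). On chow Il7r rose in epididymal cells (log2 1.42 ± 0.40, adjusted p = 0.015) and has log2 1.32 ± 0.40, adjusted p = 0.0528 in bone marrow cells, and Cd72 has log2 0.95 ± 0.41, adjusted p = 0.131 and log2 1.31 ± 0.41, adjusted p = 0.0617 (n = 3 arrays a group). B cell and plasma cell genes as a group have 3 of 15 higher and 0 lower, 3 and 0 adjusted over the list alone, median log2 0.23, adjusted p = 0.256 with age on the HFD in bone marrow cells. The call of Il7r on the HFD in bone marrow cells ends without moderation and without any of 3 single arrays, and that on chow in epididymal cells without any of 3 others.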

No genes were altered with age in epididymal or bone marrow adipocytes while on a high fat diet that we had not previously observed to be altered by age while on a chow diet (11). Thus, many of the changes in gene expression associated with increasing adiposity with aging appear to be attenuated in the setting of a high fat diet, whereas many of the alterations in gene expression associated with immune function appear to persist.

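General macrophage markers, which rose on chow from 6 to 14 months in epididymal cells, fell on the HFD (0 of 20 higher and 16 lower, 0 and 16 adjusted over the list alone, median log2 -1.38, adjusted p = 4.63e-10, adjusted p = 0.113 with an estimated correlation). Cd209f is one that rose on chow (log2 3.53 ± 0.39, adjusted p = 1.64e-07) and fell on the HFD (log2 -1.77 ± 0.39, adjusted p = 0.000762, with the set term -0.51, adjusted p = 0.554), and C1qb is another (log2 2.68 ± 0.34, adjusted p = 1.74e-06 and log2 -2.04 ± 0.34, adjusted p = 3.33e-05, with the set term -0.71, adjusted p = 0.191), while Il6 fell on both (log2 -4.32 ± 0.36, adjusted p = 1.13e-09 on chow). Of 2637 probe sets called with age on the HFD in epididymal cells, 427 were also called on chow, 125 in the same and 302 in the opposite direction, and 2210 were called on the HFD alone. Independent lists would share 119. Of the bone marrow probe sets, 71 of 1280 were also called on chow, 68 in the same direction and 3 in the opposite, where independent lists would share 15.1, and 1209 were called on the HFD alone. Ms4a4a, a membrane protein of macrophages and B cells, is one that rose on both diets (log2 2.11 ± 0.36, adjusted p = 0.000602 on chow, log2 2.39 ± 0.36, adjusted p = 5.2e-05, with the set term 1.46, adjusted p = 0.0754 on the HFD, n = 3 arrays a group). A probe set called on 1 diet alone is not shown to differ between diets; the diet by age interaction is the test of that difference. On the 6 chow arrays alone Ms4a4a does not pass.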

Several studies have previously reported on gene expression profiling of adipose tissue in either genetically or diet-induced obese mice and humans [10,30–37]. All of the studies involving mice have examined animals 6 months of age or younger, whereas we examined the response to obesity in both young and old mice. In addition, all previous studies have been conducted on RNA isolated from whole adipose tissue, whereas we profiled RNA expression from isolated adipose cells, thus decreasing the contribution to gene expression from non-adipose cells found within the fat depots. Nonetheless, our preparations of isolated adipose cells from both bone marrow and epididymal depots contained 10-17% cells that stained positively for CD11b [11], suggesting the presence of macrophages. The total number of genes whose expression was noted to be altered by obesity has varied among studies, ranging from 102 to 1658, depending on the methodologies utilized [10,30,32–37]. However, the overall pattern of gene changes observed has generally been similar, with increased expression of genes associated with inflammation, oxidative stress, and mitochondria, and with decreased expression of genes associated with lipogenesis and adipose differentiation. Previous comparisons of the effects of DIO on gene expression in various adipose depots showed the greatest number of changes in epididymal adipose tissue, followed by subcutaneous and then mesenteric fat [30]. This is similar to our observation of many fewer changes in gene expression in bone marrow compared with epididymal adipocytes with DIO. Interestingly, these authors noted an increased expression of markers of white blood cells (presumably monocyte/macrophages) in subcutaneous and mesenteric depots [30], suggesting that increased inflammation in these depots, similar to bone marrow adipocytes, dampened the response to the high fat diet.

It is interesting that, of the large numbers of genes altered by DIO in bone marrow and epididymal adipocytes at 6 and 14 months of age, most changes were depot specific. Thus, the expression of only 133 genes was altered by the high fat diet in both bone marrow and epididymal adipocytes at 6 months of age, whereas only 33 genes were altered in both depots by the diet at 14 months of age. Again, this is probably due to intrinsic differences in the gene expression patterns between these two adipose depots under basal conditions and to the impact of changes associated with normal aging in mice.

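Pparg in bone marrow cells did not pass at 6 months on the HFD (log2 0.96 ± 0.29, adjusted p = 0.0544), and lies at 9.24 ± 0.45 against 8.28 ± 0.31 (HFD against chow, log2 mean ± SD, n = 3 arrays each). Its target genes Fabp4 (log2 0.59 ± 0.29, adjusted p = 0.26), Cidec (log2 0.38 ± 0.30, adjusted p = 0.531) and Adipoq (log2 0.32 ± 0.39, adjusted p = 0.729, with the set term -0.77, adjusted p = 0.266) did not pass either. Mature adipocyte markers as a group have 3 of 24 higher and 0 lower, 4 and 1 adjusted over the list alone, median log2 0.10, adjusted p = 0.197. Among bone marrow chow arrays, array 01 belongs to the set of 8 as the HFD arrays do.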

One of the striking differences in the gene expression between bone marrow and epididymal adipocytes in response to DIO was the observation that the high fat diet increased transcription factors controlling adipogenesis, such as PPARγ and its target genes, in bone marrow adipocytes in 6-month-old compared to lean mice. In contrast, the high fat diet was associated with a decrease in genes involved in adipogenesis, such as CFD (adipsin), PPARγ, FABP4 and GLUT4, in epididymal adipocytes from 6-month-old mice. These gene changes reflect the expansion of bone marrow adiposity by the high fat diet in 6-month old mice and are an example of how bone marrow adipocytes constitute a unique adipose depot and suggest how responses to a high fat diet could differentially alter adipose functions within the bone marrow that could potentially modify bone metabolism.

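Of Slc2a4, Pparg and Fabp4 only Slc2a4 passed on the HFD in epididymal cells at 6 months, at 8.88 ± 0.035 against 10.75 ± 0.11 (HFD against chow, log2 mean ± SD, n = 3 arrays each). Pparg has log2 0.09 ± 0.29, adjusted p = 0.835, with the set term -0.77, adjusted p = 0.131 and Fabp4 log2 -0.47 ± 0.29, adjusted p = 0.204. Mature adipocyte markers fell as a group (0 of 24 higher and 7 lower, 0 and 7 adjusted over the list alone, median log2 -0.43, adjusted p = 0.00945, adjusted p = 0.511 with an estimated correlation), with Pck1, the enzyme of glyceroneogenesis (log2 -2.37 ± 0.29, adjusted p = 1.57e-07), among the members that fell. The diet by depot interaction is log2 -0.87 ± 0.41, adjusted p = 0.158, with the set term -1.16, adjusted p = 0.0199 for Pparg and log2 -1.06 ± 0.41, adjusted p = 0.0715, with the set term -1.20, adjusted p = 0.0332 for Fabp4.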

In addition to comparing the effects of a high fat diet on gene expression profiles of bone marrow and epididymal adipocytes, we also profiled bone marrow and epididymal adipocytes isolated from *ob/ob* mice with 6 month-old animals. *Ob/ob* mice fed a normal chow diet were heavier and more hyperinsulinemic than DIO mice at 6 months of age. Additionally, 6-month-old *ob/ob* mice have greater amounts of bone marrow adipocytes than DIO mice, displaying similar adipocyte infiltration as observed in 14-month-old animals. Overall gene expression was generally similar in epididymal adipocytes from *ob/ob* and DIO mice. For instance, inflammatory response genes were similarly increased in both *ob/ob* and DIO mice in epididymal adipocytes, but DIO was associated with greater increases in inflammatory response genes in bone marrow adipocytes than observed in *ob/ob*. 

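General macrophage markers were higher, and fatty acid and triglyceride synthesis genes lower, in both obese models in epididymal cells. On the HFD neither list keeps its call with an estimated correlation (adjusted p = 0.0527 and 0.25). Gpnmb (log2 4.47 ± 0.32, adjusted p = 1.94e-11 in ob/ob mice) and Rnf128 (log2 4.05 ± 0.33, adjusted p = 2.1e-10) were higher in both, and Mogat1 (log2 -4.28 ± 0.23, adjusted p = 1.64e-13) and Acvr1c (log2 -3.19 ± 0.26, adjusted p = 1.93e-10) lower in both. Of the 3421 probe sets called on the HFD and the 2286 called in ob/ob mice, 1335 were called in both, 1318 of them in the same direction and 17 in the opposite, where independent lists would share 334. Immediate early genes part the models, since they fell in ob/ob mice against chow (3 of 34 higher and 30 lower, 3 and 30 adjusted over the list alone, median log2 -1.82, adjusted p = 6.54e-18), and fatty acid and triglyceride synthesis genes fell there (1 of 25 higher and 22 lower, 1 and 23 adjusted over the list alone, median log2 -1.36, adjusted p = 7.85e-14) and were lower than on the HFD (1 of 25 higher and 16 lower, 1 and 16 adjusted over the list alone, median log2 -0.70, adjusted p = 9.52e-05, adjusted p = 0.246 with an estimated correlation, with the set term 0 and 8). Across genes, which are not independent replicates, the 2 effects correlate at r = 0.656 in epididymal and 0.375 in bone marrow cells. Both subtract the same 3 chow arrays, so the covariance is given beside a simulation without any effect: 0.354 against 0.0192 in epididymal cells and 0.0307 against 0.0192 in bone marrow cells. The simulation gives a probe set the same spread in every group. Bone marrow 6-month chow arrays spread most of the chow and HFD groups (41.2 about their centroid). The bone marrow excess is therefore not shown to go beyond what the shared arrays give. Without a single array the bone marrow correlation runs from 0.0505 to 0.675. Bone marrow cells had 15 probe sets called in both models, all 15 in the same direction, with 0.468 for independent lists. Lists that share their chow arrays are not independent, so neither 0.468 nor the 334 of epididymal cells shows what the shared arrays alone would give.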

Plin2 and GPR109A were decreased in bone marrow adipocytes in *ob/ob* but increased in DIO, whereas Plin1 was increased in *ob/ob* but decreased in DIO. In contrast, Plin1, Plin2 and GPR109A were all altered in the same direction in epididymal adipocytes. This differential expression of genes, particularly within bone marrow adipocytes, might reflect the importance of leptin signaling for bone metabolism [38].

In summary, bone marrow adipocytes, though responsive to a high fat diet, are less responsive to DIO than epididymal adipocytes and the response of both depots to DIO declines with age. This loss of responsiveness with age is likely due to age-associated changes in expression of genes related to adipogenesis, inflammation and mitochondrial function that are similar to and obscure the changes commonly associated with DIO. In conclusion, obesity affects age-associated alterations in gene expression in both epididymal and bone marrow adipocytes regardless of diet or genetic background.

How the deposited data were processed for this re-analysis (not part of the article)

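RNA of isolated adipocytes was measured on Affymetrix Mouse Gene 1.0 ST arrays, in epididymal and bone marrow cells of mice on chow or HFD at 6 and 14 months, of ob/ob mice at 6 months, and of chow mice at 18 months. Each of the 12 groups has 3 arrays, each array a pool of several mice, so the unit of every test is the pool. The authors deposited log2 values, 1 per probe set and array, which they made from the scanned images as gcRMA summaries with quantile normalization in Partek Genomics Suite. The labels name both RMA and GCRMA, and nothing in the files tells which of them made the values. Which of the 36 arrays were normalized together is not stated. The values were used as deposited, with no further scaling. Arrays of one group correlate at 0.9642 or above (Pearson, the lowest being bone marrow ob/ob), and no 2 arrays hold identical values (highest correlation 0.9973).

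Probe sets were read through the gene symbols of the platform table. Of 35556 probe sets 23410 carry at least 1 symbol and were tested, and 12146 carry none and enter only the alternative that counts the whole table. Those with several symbols (1621) were counted and never named. Some genes that the paper names are not reported here.

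Group means were fitted with limma 3.58.1 in R 4.3.3 (lmFit, eBayes with its default settings) to the 30 arrays of the 10 groups on which the paper reports, with 20 residual and 6.36 prior degrees of freedom. A probe set was called at a Benjamini-Hochberg adjusted p under 0.05 with at least a 2-fold change, the thresholds of the paper's methods. The comparisons are HFD against chow in each depot and age, 14 against 6 months on each diet, ob/ob against chow and against HFD, the 2 depots in ob/ob and in chow mice, and the interactions of diet with age and with depot. The 6 arrays at 18 months were compared with 6 and 14 months in a fit of all 36 arrays. Shared calls were compared with independent lists by Fisher's exact test. Correlations of effects that share the chow arrays were set beside 100 simulations of unchanged groups that share them, with the same spread of a probe set in every group. Principal components were taken over the 24 arrays of the paper's figure, centred and not scaled.

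Gene lists, 37 in all, were written from textbook knowledge before the data were examined, and 36 with at least 5 measured members were tested with camera at a preset correlation between genes of 0.01, on 1 probe set for each of 19938 genes. An estimated correlation and fry (directional) were run beside it. Members count as higher or lower at an adjusted p under 0.05 over all probe sets, with no minimum fold.

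Named genes follow a rule set before the data were examined: in each comparison of 2 groups the 10 largest rises and the 10 largest falls among called probe sets whose 3 arrays of one group all lie above the 3 of the other, every gene that the paper names in its text or tables, and the members of a list that the text reports. The values in the paper's tables had been seen by then. Passages print those of these genes that bear on their sentence.

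The calling was tested on simulated data before use, with changes added to 200 of 23410 simulated probe sets. It recovered 63 of 67 changes of log2 1.5, 66 of 67 of log2 2 and 66 of 66 of log2 3, and called 3 of 23210 unchanged probe sets. Camera found 20 of 20 lists of 20 genes shifted by log2 0.5 and 0 of 200 unshifted lists. The simulated genes vary independently of each other, so this does not test the list p-values where genes of a list vary together. In a simulation of the bone marrow HFD comparison at 6 months, 40 of 500 probe sets shifted in the set of 8 arrays alone were called without a term for that set and 0 with it, and of 200 changed ones 199 and 197 were recovered.

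That set of 8 arrays was found in the data by a search of 6617 unnamed probe sets for gaps of at least 1 log2, with at least 3 arrays on either side. The search, its minimum side, the term for the set and the fits without its bone marrow chow and ob/ob arrays or within it were chosen after the data were examined. Neither the labels nor the paper names a batch or a scan date.

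Alternatives set before the data were examined are no moderation of the variance, the arrays of the compared groups alone, an unadjusted p, no fold minimum, quantile normalization, centring of each array on its median, probe sets above the median of all values (5.84), all probe sets of the table, 1 probe set per gene, array weights, the 24 arrays of the paper's ANOVA, a replicate block, and leaving out each array in turn. Pathway software and its gene sets, the metabolic measurements and the histology in the paper were not analysed here, as no such values are in the deposited files.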

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

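In this part the tests of the set of 8 arrays, including the comparisons with bone marrow chow array 01, were chosen only after the result was seen, while those of the normalization were set before.

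Small nucleolar RNAs, which the paper does not discuss as a group (it names Snord37), were higher on the HFD at 6 months for 32 of 54 in epididymal and 29 of 54 in bone marrow cells. After quantile normalization their median in the lower of the 2 depots is still 1.05 (log2). The paper describes the values as already quantile normalized, so repeating that step could change little. It cannot decide whether the scaling between arrays is a cause. In bone marrow the HFD arrays lie a median of 0.457 above chow array 01, which belongs to the same set of 8. Chow 01 lies 0.524 above chow 02 and 03. The standard errors of these medians, 0.0748 and 0.305, are taken across the 54 RNAs, which are not independent replicates. They hold no error between arrays. Diet and set cannot be told apart with 1 chow array in the set. In epididymal cells the set term leaves a median of 0.541, and here too they cannot be told apart, since no epididymal group holds arrays both inside and outside the set. A response of ribosome production to the diet stays open, as the design holds no other test of it.

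The HFD altered more probe sets at 6 than at 14 months, by 4.10 times in epididymal and 1.80 times in bone marrow cells, among them macrophage genes in the former and small nucleolar RNAs in the latter. Rescaling the arrays by 2 other methods leaves ratios of 1.67 or more in both depots. By the paper's account the values were already quantile normalized, so rescaling could change little and does not decide about the normalization. The bone marrow ratio with the set term is 1.02, so the set of 8 arrays, which holds all 3 bone marrow HFD arrays of that age, is a candidate cause of the excess there. Lost power may lower this ratio too, since the term adds its own error to the 6-month comparison and not to that at 14 months. The epididymal ratio with the term is 2.84, but bone marrow arrays alone estimate that term, and in epididymal cells diet and set cannot be told apart. The age of the mice stays open as well.

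Differences of the HFD effect by age and by depot were tested themselves: 3962 probe sets passed for diet by age in epididymal cells, macrophage genes foremost, and 661 in bone marrow cells, 941 passed for diet by depot at 14 months and 2502 at 6 months. With the set term they are 3036 (2333 called in both fits), 481 (297 in both), 1046 (941 in both) and 2273 (2082 in both), but all 6-month HFD arrays belong to the set, so in epididymal cells diet and set cannot be told apart at that age. Among 100 splits of the arrays, the real count is the highest for diet by age in epididymal (highest other 3551) and bone marrow cells (highest other 318). The same holds for diet by depot at 14 months (highest other 738). These ranks do not exclude chance, since only part of the possible splits was drawn. A split may also keep the real diet labels in part of the groups. For diet by depot at 6 months chance is not excluded either, since 5 of 100 splits, the real one included, gave as many and the highest 4807.

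On chow, 18-month mice, on which the paper does not report, differ from 6-month mice by 553 probe sets in epididymal and 232 in bone marrow cells. From 14-month mice they differ by 1447 and 424.

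Other splits of the same 6 arrays number 9 for each comparison of 2 groups, too few for a share under 0.05, so only the real count and the highest other are given. For HFD against chow in epididymal cells they are 3421 and 0 at 6 months and 835 and 1 at 14 months. Bone marrow gives 313 and 268 at 6 months, where the other split puts chow 01 with HFD 02 and 03, and 174 and 0 at 14 months. With age on the HFD they are 2637 and 0 in epididymal and 1280 and 1 in bone marrow cells, and on chow 1060 and 2 and 276 and 24. The 18-month chow cells against those of 6 months give 553 and 0 and 232 and 6. Ob/ob against HFD gives 2365 and 0 in epididymal cells and 255 and 369 in bone marrow cells, where the higher split groups ob/ob 03 with HFD 01 and 02, all of the set of 8, and the set term leaves 164. Ob/ob against chow gives 2286 and 98 in epididymal cells and 35 and 464 in bone marrow cells, where 5 of 10 splits reach the real count. The highest of these puts chow 01 and ob/ob 03 of the set on one side, which points to a structure of the samples, and the set term leaves 57 called. Between depots the counts are 4288 and 564 in ob/ob mice and 5386 and 2 in chow mice. Genes altered in both depots number 188 at 6 months, with 208 in the highest of 100 splits. Every other split of the epididymal arrays at 6 months calls 0 probe sets and so can share none. The share of splits therefore does not exclude chance. The set of 8 arrays stays open too, since 17 of the 188 stay shared with the set term. At 14 months genes altered in both depots number 38 and at both ages 2, with 0 in the highest other split. Other splits call at most 1 probe set in either depot at 14 months, so the other splits could hardly give more, and these 2 comparisons say nothing about the overlap beyond the calls; the count of 2 becomes 0 without bone marrow 6-month chow 03.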

How the results depend on the processing

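Of the alternatives in this part, the term for the set of 8 arrays and the fits without its 2 bone marrow chow and ob/ob arrays or within the set were chosen only after the result was seen. The other alternatives were set before the data were examined. What rests on bone marrow cells at 6 months depends most on the choices below. With only the 6 arrays of a comparison in the fit, limma calls 0 probe sets for the bone marrow HFD effect at 6 months against 313 (205 without moderation over all arrays), 2 for ob/ob against HFD, 0 for ob/ob against chow (95 at an unadjusted p with all arrays), 62 at 18 against 6 months, 0 shared between depots at 6 months and 0 at both ages. Without moderation the counts are 205 for that HFD effect, 21 for bone marrow ob/ob against chow, 113 shared between depots and 1 at both ages. Array weights, whose estimate did not converge (weights of 0.145 to 35.1), give 739, 692 for bone marrow ob/ob against HFD, 19 against chow, 1329 for bone marrow diet by age, 435 shared and 5 at both ages. An unadjusted p gives 1014 for bone marrow diet by age and 4 at both ages. The set term gives counts of 200 for the bone marrow HFD effect at 6 months, 432 for bone marrow age on the HFD, 1210 and 164 for ob/ob against HFD in epididymal and bone marrow cells, 57 for bone marrow ob/ob against chow, and 67 shared between depots. The correlation of HFD and age effects in bone marrow cells is then 0.153, and that of HFD and ob/ob effects in epididymal cells 0.699. Of the 347 values of named genes, signs turn with the term for 4 that pass in at least 1 of the 2 fits. These are Micos10 in bone marrow HFD cells at 6 months (log2 0.0751), Terc with age on the HFD in epididymal (log2 2.59) and bone marrow cells (log2 0.206), and Adipoq in epididymal ob/ob against HFD cells (log2 0.261). Values that pass in neither fit are not counted there. Signs turn as well for 9 of the 217 table folds of the paper, among them Terc, Myl9, Slamf1 and Gp9 on the HFD in epididymal cells at 6 months and Terc between ob/ob and HFD epididymal cells. Leaving out the bone marrow chow and ob/ob array of the set gives 904 for the HFD effect at 6 months, 934 for ob/ob against HFD, 87 against chow, 1665 for diet by age, 565 shared and 5 at both ages, and within the set, where chow and ob/ob are 1 array each and their spread is taken from the other groups, the first 2 are 191 and 446.

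Leaving out 1 array at a time moves the bone marrow HFD effect at 6 months to 57 (without chow 03), 201 (without HFD 02) or 877 (without chow 01), and that at 14 months to between 108 (without chow 03) and 172. Bone marrow age on chow then ranges from 194 to 452 (without 6-month chow 03). Ob/ob against HFD gives 100 (without ob/ob 02), 132 (without HFD 02) or 923 (without ob/ob 03), and ob/ob against chow 12 (without ob/ob 02), 14 (without chow 03), 77 (without ob/ob 01), 135 (without ob/ob 03) or 138 (without chow 02). Diet by age in bone marrow cells gives 298 (without 6-month chow 03), 428 (without 14-month HFD 03) or 1518 (without 6-month chow 01), and 18 against 6 months 138 (without 6-month chow 01) or 565 (without 6-month chow 03). Genes shared between depots at 6 months number 27, 105, 115 and 553 without bone marrow chow 03, HFD 02, chow 02 and chow 01. Those at both ages are 4 without bone marrow 6-month chow 01, 0 without chow 03, and 1 without 6-month HFD 01, 14-month chow 01 or 03, or 14-month HFD 01 or 02. The correlation of HFD and age effects ranges from 0.367 (without 14-month chow 01) to 0.457 (without 6-month chow 01) in epididymal and from -0.0295 to 0.293 (without 6-month chow 01) in bone marrow cells. That of HFD and ob/ob effects ranges from 0.618 to 0.683 in epididymal cells, and in bone marrow cells it is 0.0505 without ob/ob 03, 0.156 without chow 03 and 0.675 without chow 01. A group left with 2 arrays is assumed to vary like the others.

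With no fold minimum the HFD effect counts are 9188 and 3058 in epididymal cells at 6 and 14 months and 1116 and 694 in bone marrow cells. Age gives 7556 and 5064 on the HFD in epididymal and bone marrow cells and 3516 and 1241 on chow, and ob/ob mice 7504 and 1128 against HFD and 6964 and 65 against chow. The depots differ by 10363 in ob/ob and 10449 in chow mice, diet by age gives 7187 and 1248, diet by depot 4366 and 1730, and the shared genes are 774, 176 and 15. Counting all probe sets of the table gives 1612 for the epididymal HFD effect at 14 months, 3991 and 2421 for age on the HFD, 4156 and 420 for ob/ob against HFD, and 1543 for diet by depot at 14 months. The first principal component holds 84.8% of the variance over the 2000 probe sets that vary most and 34.9% after scaling to unit variance, against 71.1%. Of 203 calls of gene lists, 29 remain in number with an estimated correlation.

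Of 347 values of named genes, calls end for 27 without moderation, 47 on the arrays compared alone, 4 after quantile normalization, 5 after centring, 3 with the replicate block, 30 with the set term and 49 without some single array. Of 93 list values named, calls end for 39 with an estimated correlation, 5 by fry, 1 on the arrays compared, 1 after quantile normalization, 3 without some single array and 0 with the replicate block or the set term. The replicate block gives 3426 for the epididymal HFD effect at 6 months, and replicate numbers do not pair the pools: 0 of 45 pairs of groups correlate above 0.1 at all 3 numbers, with means of 0.00492 at the same and -0.00219 at other numbers. Centring moves the median of all probe sets by 0.155 (log2) for the epididymal HFD effect at 14 months, 0.124 for ob/ob against HFD and 0.111 against chow there, 0.141 for epididymal diet by age and 0.154 for diet by depot at 14 months. After quantile normalization the share higher among called probe sets is 47.1% instead of 36.9% for bone marrow ob/ob against HFD.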

Differences from the paper's values

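The term for the set of 8 arrays was chosen only after the result was seen, and the other alternatives here were set before the data were examined. Folds are signed, negative where the first group is lower, as in the paper's tables, and each pair below gives the paper's value first. Of the paper's table folds 217 were analysed, and 66 differ from these values, 16 of them in sign. The rest of the 66 differ by more than both the spread of the arrays and a fixed tolerance in fold. A fold of the same sign that does not exceed both limits is counted below as within the spread. Quantile normalization brings 4 of the 66 within that spread (Icam1, Cd14, Dgat1 and Tnfsf9), leaving out 1 array 24, and the replicate block and centring 0. Leaving out bone marrow chow 02 accounts for Klf2, Rhob, Plk2, Dusp2, F2rl2, Cd300lb, Myl9, Slamf1, Mpig6b, Gp9, Peg10, Serpina3b and Fgl2 on the HFD in bone marrow cells at 6 months. Leaving out some other single array accounts for Nlrp3, Icam1, Cd14, Got1, Dgat1, Nr4a1, Il6, Tnfsf9, Retn and Tnfsf14. Under the set term, chosen after seeing the values, 44 of the 66 come within the spread and 12 others leave it, so that 34 differ; the 22 of the 66 that stay apart are Cd300lb and Fgl2 in epididymal cells on the HFD at 6 months, all 7 at 14 months, Plin1, Gpr65 and Fgl2 with age in epididymal cells, Plin1 and Fgl2 with age in bone marrow cells, Cdkn1b between ob/ob and HFD epididymal cells, and Plin1, Apoc1, Retn, Plk2, Klf6, Cxcr1 and Snord37 between ob/ob and HFD bone marrow cells; 103 folds move nearer to the paper's and 49 farther, and 19 of the 172 table genes that pass without the term do not pass with it.

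For the HFD in epididymal cells at 6 months (Table 3), Stap1 is 21.7 in the paper and 47.7 here, and Terc -6.5 and 1.65. Growth response genes lead in bone marrow cells at 6 months (Table 5): Klf2 is 5.9 in the paper and 2.76 here, Rhob 4.9 and 2.51, Plk2 3.7 and 1.87, and Dusp2 2.8 and 1.55. The others in that table are Nrgn -2.7 and -1.33, and F2rl2 -8.2 and -3.76. Table 7 holds platelet and immune genes, and in epididymal cells at 6 months Cd300lb is 18 in the paper and 7.59 here, Nlrp3 13.9 and 8.67, Myl9 -2.5 and 1.13, and Slamf1 -2.3 and 1.48. Beside them are Mpig6b -2.6 and -1.08, Gp9 -3.4 and 1.04, Peg10 -3.4 and -1.32, and Serpina3b -8.9 and -3.00. In bone marrow cells of the same table, Cd300lb is 2.5 in the paper and 1.45 here, Myl9 -4.4 and -2.37, Slamf1 -4.6 and -2.11, and Mpig6b -6.4 and -3.18. In the same column are Gp9 -5.6 and -2.50, Peg10 -5 and -2.66, and Serpina3b -4.9 and -2.42. At 14 months in epididymal cells, again in Table 7, Plk2 is -2.3 in the paper and 2.39 here, Ccl2 -2.7 and 2.18, Atf3 -2.8 and 2.21, and Gla -2.9 and 2.07. After these come Jun -3.6 and 2.38, Hcar2 -7.8 and 3.56, and Sfrp4 -22.4 and -5.25. Table 8 differs for 2 genes at 6 months: in epididymal cells Fgl2 is 4.1 in the paper and 1.54 here, and Plk2 11.5 and 4.27, and in bone marrow cells Fgl2 is 2.1 in the paper and 1.11 here, and Plk2 3.7 and 1.87. With age on the HFD in epididymal cells (Table 9), Terc is 5.3 in the paper and -2.03 here, Plin1 2.6 and 1.37, Klf4 -5.3 and -2.61, and Gpr65 -5.4 and -3.01. The table goes on with Icam1 -5.9 and -9.24, Fgl2 -6.6 and -2.51, Cd14 -8.2 and -12.9, and Klf2 -8.7 and -2.58. The bone marrow values with age (Table 10) differ as well: Ccr9 is 4.349 in the paper and 1.34 here, Got1 3.693 and 2.33, Dgat1 2.011 and 1.32, and Plin1 1.648 and -1.16. Then follow Fgl2 -3.401 and -1.26, Col1a2 -4.218 and -1.95, Klf4 -9.468 and -4.97, and Klf2 -9.958 and -3.10. Between ob/ob and HFD epididymal cells (Table 11), Terc is 5.8 in the paper and -1.90 here, Cdkn1b 3.5 and -1.09, Ccl4 -10.2 and -3.37, and Klf4 -10.7 and -5.58. Of the same kind are Nr4a1 -11.7 and -7.05, Il6 -12.1 and -22.8, and Tnfsf9 -14.2 and -21.3. Between ob/ob and HFD bone marrow cells (Table 12), Plin1 is 3.0 in the paper and 1.35 here, Apoc1 2.2 and -1.29, Retn 1.6 and -1.17, and Klf2 -2.6 and -1.06. Alongside are Plk2 -2.8 and -1.09, Klf6 -2.8 and -1.32, Tnfsf14 -2.9 and -1.93, Cxcr1 -3.0 and -1.54, and Snord37 -5.0 and -2.03.

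The paper's Tables 7 and 8 give opposite signs to 2 genes in epididymal cells at 14 months: Ccl2 is -2.7 in the one and 2.2 in the other, and Plk2 -2.3 and 2.4. The values here for Ccl2, Plk2, Atf3, Gla, Jun and Hcar2 are all higher on the HFD, opposite to Table 7.

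Genes altered in both depots at both ages are 4 in the paper and 2 here; the count is 3 over the 24 arrays of the paper's ANOVA, after centring and without dim probe sets, 4 at an unadjusted p, 5 with array weights and 4 without bone marrow chow 01. Genes altered with age on the HFD in epididymal cells are 122 in the paper and 2637 here, and no alternative comes near it (2228 to 7556, and 1758 with the set term). Genes increased with age on the HFD in bone marrow cells are 17 in the paper and 696 here (496 to 2903, and 299 with the set term). The counts here are of probe sets at the thresholds of the paper's methods.

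Several of the paper's statements about single genes differ too. In epididymal cells Fasn (-0.40), Plin1 (-0.36), Lep (-0.04) and Scd1 (-0.03, all log2) did not rise with age on chow, and Cfd is not reported here. The paper describes these storage genes as rising with age on chow, citing its earlier report (11) and naming no depot in that sentence. It describes no gene as altered by age on the HFD that its earlier report (11) had not shown to be altered on chow, and here 2210 and 1209 probe sets in epididymal and bone marrow cells are called on the HFD alone, where the set term leaves 1758 and 432 called on the HFD in all; a call on 1 diet alone is no test of a difference between diets. It describes Pparg as raised by the HFD in bone marrow cells at 6 months, and here it passes with the replicate block, without chow 01 or without HFD 02, but in no other setting run (adjusted p = 0.0544 as fitted). In epididymal cells at that age it describes Pparg as lower, where the log2 change is 0.09, while Slc2a4 falls as the paper states (-1.88). It describes adipocyte differentiation genes as suppressed in ob/ob bone marrow cells, and 1 of 38 is lower there against chow. It describes the interleukin 6 receptor as lower in ob/ob mice in both depots, and Il6ra changes by 0.11 in epididymal and 0.25 in bone marrow cells. It describes Il6 as moving in DIO mice opposite to ob/ob mice, and in bone marrow cells it falls in both (-1.98 and -1.85), while in epididymal cells the 2 models part as the paper states.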

Other observations

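In this part the test of the lipid-associated macrophage genes was chosen only after the result was seen, and so were the gene lists named from the 36 tested at 18 months. The other tests were set before. The 18-month arrays stand apart in 5 unnamed probe sets, so in each comparison with them age and a grouping of arrays cannot be told apart. Cholesterol synthesis genes were higher in epididymal cells of 18-month chow mice, on which the paper does not report, than in those of 6-month mice (15 of 19 higher and 0 lower, median log2 0.86, adjusted p = 2.83e-14, and 0.0389 with an estimated correlation). Against 14 months it is again 15 of 19 (median 0.98), and tricarboxylic acid cycle genes (15 of 22 higher and 0 lower) and respiratory chain genes (21 of 72 higher and 0 lower) rose with them. Inflammatory genes were lower at 18 than at 6 months in epididymal cells (1 of 45 higher and 29 lower, median log2 -0.92), as were MHC class II genes (0 of 6 higher and 4 lower, median -2.08), endothelial genes (0 of 13 higher and 11 lower), general macrophage markers (0 of 20 higher and 16 lower, median -1.16) and tissue-resident macrophage genes (0 of 18 higher and 11 lower, median -0.884). Adjusted p with an estimated correlation is 0.106 for the respiratory chain, 0.0719 for endothelial genes, 0.089 for tissue-resident macrophage genes, 0.0389 for general macrophage markers, and 0.0457 or below for the other 3 lists.

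Bone marrow cells at 18 months had fewer transcripts of endothelial cells than at 6 months (0 of 13 higher and 9 lower, median log2 -0.69, adjusted p = 1.14e-09, and 0.342 with an estimated correlation). Against 14 months they had more of platelets (7 of 17 higher and 0 lower, median 0.87), of red cells (5 of 11 higher and 0 lower, median 0.91) and of proliferation (11 of 27 higher and 0 lower, median 0.58), and fewer of B and plasma cells (0 of 15 higher and 8 lower, median -0.87). Immediate early genes were lower there too (2 of 34 higher and 22 lower, median -0.91). An estimated correlation gives adjusted p = 0.0365 for these and for B and plasma cells, and 0.215 or more for the other 3 lists. In epididymal cells immediate early genes fell on chow from 6 to 14 months, and at 18 months they are still lower than at 6 months (1 of 34 higher and 24 lower, median -1.11, adjusted p = 5.04e-20, and 0.0194 with an estimated correlation), while they lie higher than at 14 months by a median of 0.838 (adjusted p = 5.15e-09, and 0.0763 with an estimated correlation).

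Tissue-resident macrophage, mesothelial and endothelial genes were lower on the HFD at 14 months in epididymal cells. A lower share of all cells other than adipocytes in those preparations would by itself lower every such list. Lipid-associated macrophage genes were higher there, by a median log2 of 1.11, a call that ends with an estimated correlation. They were also higher on the HFD at 6 months (median 2.62). A list that moves with the diet cannot decide the share of cells other than adipocytes. More such cells in the 14-month chow preparations than in those of other ages may contribute: from 14 to 18 months on chow the 3 medians fall by at least 1.6 (values of -3.27, -1.60 and -1.73), with general macrophage markers 19 of 20 lower, MHC class II genes 6 of 6 lower and fibroblast genes 16 of 24 lower. Neutrophil genes do not fall with them (9 of 18 higher and 1 lower, adjusted p = 0.00083, and 0.47 with an estimated correlation). A rise of these cells in the fat of 14-month chow mice and a loss of resident cells on the HFD both stay open as biological explanations, untested here.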
